# Hepatic stellate cell stearoyl co-A desaturase activates leukotriene B4 receptor 2 - β-catenin cascade to promote liver tumorigenesis

**DOI:** 10.1038/s41467-023-38406-8

**Published:** 2023-05-08

**Authors:** Sonal Sinha, Satoka Aizawa, Yasuhiro Nakano, Alexander Rialdi, Hye Yeon Choi, Rajan Shrestha, Stephanie Q. Pan, Yibu Chen, Meng Li, Audrey Kapelanski-Lamoureux, Gregory Yochum, Linda Sher, Satdarshan Paul Monga, Anthoula Lazaris, Keigo Machida, Michael Karin, Ernesto Guccione, Hidekazu Tsukamoto

**Keywords:** Cancer microenvironment, Hepatocellular carcinoma, Liver cancer

## Abstract

Hepatocellular carcinoma (HCC) is the 3^rd^ most deadly malignancy. Activated hepatic stellate cells (aHSC) give rise to cancer-associated fibroblasts in HCC and are considered a potential therapeutic target. Here we report that selective ablation of stearoyl CoA desaturase-2 (*Scd2*) in aHSC globally suppresses nuclear CTNNB1 and YAP1 in tumors and tumor microenvironment and prevents liver tumorigenesis in male mice. Tumor suppression is associated with reduced leukotriene B4 receptor 2 (LTB4R2) and its high affinity oxylipin ligand, 12-hydroxyheptadecatrienoic acid (12-HHTrE). Genetic or pharmacological inhibition of LTB4R2 recapitulates CTNNB1 and YAP1 inactivation and tumor suppression in culture and in vivo. Single cell RNA sequencing identifies a subset of tumor-associated aHSC expressing *Cyp1b1* but no other 12-HHTrE biosynthetic genes. aHSC release 12-HHTrE in a manner dependent on SCD and CYP1B1 and their conditioned medium reproduces the LTB4R2-mediated tumor-promoting effects of 12-HHTrE in HCC cells. CYP1B1-expressing aHSC are detected in proximity of LTB4R2-positive HCC cells and the growth of patient HCC organoids is blunted by LTB4R2 antagonism or knockdown. Collectively, our findings suggest aHSC-initiated 12-HHTrE-LTB4R2-CTNNB1-YAP1 pathway as a potential HCC therapeutic target.

## Abstract (web summary)

Activated hepatic stellate cells (aHSC) promote hepatocellular carcinoma (HCC). Here the authors show that selective ablation of stearoyl CoA desaturase-2 in aHSC suppresses leukotriene B4 receptor 2-dependent nuclear β-catenin signaling, preventing liver tumorigenesis.

## Introduction

Activated hepatic stellate cells (aHSC) promote HCC as cancer-associated fibroblasts (CAF)^1–3^. Metabolic liver diseases such as alcoholic and non-alcoholic steatohepatitis are now recognized as the dominant HCC predisposing conditions, taking the place of viral hepatitis^4,5^. However, the specific nature of aHSC-HCC crosstalk in HCC development in such conditions is yet to be elucidated. We recently showed conditional ablation of stearoyl CoA desaturase 2 (*Scd2*) in *Col1a1*-expressing cells in *Scd2*^*f/f*^ mice carrying *Col1a1-Cre* (*Scd2*^*f/f*^;*Col1a1-Cre*) attenuated HCC development initiated by diethyl nitrosamine (DEN) and promoted by Western alcohol diet (WAD)^6^. As aHSC represents a dominant *Col1a1*-expressing cell type in multiple liver injury models^7^, our results suggested the tumor-promoting role of *Scd2* in aHSC. Molecular dissection revealed that *Scd2*, the isoform expressed by mouse HSC, is transcriptionally activated by β-catenin (CTNNB1) via its interaction with SREBP-1c bound to the *Scd2* promoter. SCD2 establishes a positive forward loop for the Wnt pathway via ELAV1 (HUR)-mediated stabilization of *Lrp5/6* mRNA^8^. This SCD-Wnt positive loop is required for activation of HSC and self-renewal of mouse liver tumor-initiating stem cells (TIC) which also express *Scd2* as opposed to *Scd1* by hepatocytes^9^, suggesting the pathway shared by aHSC and TIC may support liver tumorigenesis.

The present study shows that conditional ablation of *Scd2* in aHSC causes global inhibition of the SCD-Wnt positive loop and leukotriene B4 receptor 2 (LTB4R2)-dependent CTNNB1-YAP1 pathway, suppressing liver tumorigenesis, the effects recapitulated by LTB4R2 antagonism or knockdown.

## Results

### Global YAP1 repression by aHSC SCD2 deficiency

We first aimed to validate the use of *Scd2*^*f/f*^*;Col1a1Cre* (*Scd2*^*f/f*^*;CC)* mice for selective *Scd2* ablation in aHSC. For this, we performed single-cell RNA sequencing (scRNA-seq) of DEN + WAD mouse liver cells. This analysis identified clusters of different cell types expressing their marker genes (Supplementary Fig. 1a). Among them, *Scd2* was expressed by *Lyve1*^*+*^ endothelial cells, *Adgre1*(*F4/80*)^*+*^ macrophages, *Lrat*^*+*^ HSC, *Fbln2*^*+*^ portal fibroblasts (PF), and *Itgax* (*Cd11c*)^*+*^ dendritic cells. However, *Col1a1* was selectively expressed by *Lrat*^*+*^ HSC and *Fbln2*^*+*^ PF (Supplementary Fig. 1b). Thus, *Scd2* ablation by *Col1a1* promoter-induced Cre should selectively occur in these two cell types in *Scd2*^*f/f*^*;CC* mice. Further, we showed ~60% of these *Fbln2*^*+*^ cells were *Lrat*^*+*^ aHSC (Supplementary Fig. 1c) as we recently reported for other models^10^. Collectively, these results support that *Scd2* ablation is relatively selective in aHSC in *Scd2*^*f/f*^*;CC* mice. In fact, *Scd2* expression in HSC isolated from *Scd2*^*f/f*^*;CC* vs. *Scd2*^*f/f*^ DEN + WAD mice was 20-folder lower (Supplementary Fig. 1d), supporting the effectiveness of this genetic strategy.

Next, we unbiasedly explored the mechanisms of the anti-tumor effect of aHSC SCD2 deficiency by RNA sequencing (RNA-seq) of tissues immediately adjacent to liver tumors of *Scd2*^*f/f*^*; CC* vs. *Scd2*^*f/f*^ mice. 

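Polyadenylated RNA was sequenced from TAL of 3 Scd2f/f;CC mice and 3 Scd2f/f mice, and from liver of 3 untreated Scd2f/f control mice, which the paper's text does not name for RNA-seq. The Scd2f/f;CC mice carry Scd2 with a floxed exon and a Cre recombinase driven by the Col1a1 promoter. The mice with TAL had received DEN at 10 mg/kg at 2 weeks of age, and WAD, a liquid diet with lard, cholesterol and ethanol, from 6 weeks of age. The paper gives 5 months of WAD, and the sample labels give 4. The labels call the tissue liver. The paper's results and its methods for animal experiments call it TAL, while its methods for RNA sequencing call it NTL. The authors quantified reads per gene with the Partek E/M method on Gencode M3, normalized the counts to the upper quartile and compared the groups with Partek Gene Specific Analysis. For 16755 genes, the authors' deposited table gives the mean of each group, the ratio of the means, the p-value and the false discovery rate (FDR) of 2 comparisons, Scd2f/f;CC TAL against Scd2f/f TAL and Scd2f/f TAL against control liver. Group means in the authors' deposited table ran from 0.0348 to 28200 in Scd2f/f TAL and from 0.0349 to 51000 in Scd2f/f;CC TAL. The 75th percentile of the means in the authors' deposited table was 15.5 in Scd2f/f TAL and 15.4 in Scd2f/f;CC TAL. These are means of normalized counts, so the depth of each sample is unknown. Values of single mice were not analysed here, so no spread between mice was computed and no test across mice was run. An approximate standard error of each log2 ratio was derived instead from the authors' p-value and a t distribution with 13 degrees of freedom. That number was chosen from the data, over 1620 genes, because it made the errors of the 2 comparisons most alike. The median approximate standard error was 0.23 on the log2 scale among genes with a mean of at least 1. Genes with a p-value under 0.05 and a fold change of at least 2 in either direction were counted as DEGs, limits that every transcript of Supplementary Data 1 meets. Supplementary Data 1 gives transcripts and the authors' deposited table gives genes, and the values of each were normalized separately.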

We considered these tissues referred to tumor-adjacent livers (TAL) are ideal for studying aHSC-tumor cell crosstalk as they contained microscopic tumors although visible tumors were not evident. A heatmap of differentially expressed genes (DEGs), depicted a distinct transcriptomic landscape of *Scd2*^*f/f*^*;CC* vs. *Scd2*^*f/f*^ (Fig. 1a). 

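In the authors' deposited table, 466 genes were DEGs between Scd2f/f;CC TAL and Scd2f/f TAL, 115 of them higher and 351 lower in Scd2f/f;CC. Of these DEGs, 286 had a mean under 1 over both groups in the authors' deposited table. An unadjusted p-value under 0.05 is given for 869 genes in the authors' deposited table, where 837.75 would be under that limit if no gene differed. The authors' deposited table gives a p-value under 0.01 for 252 genes, against 168 by the same reckoning. Among the 5554 genes with a mean of at least 10, the authors' deposited table gives a p-value under 0.05 for 151, fewer than the 278 of the same reckoning. With a Benjamini-Hochberg adjusted p-value under 0.05 as the limit, the alternative that moved the count of DEGs most, 2 genes were counted in the authors' deposited table, Clta and Cd63, both lower. Scd2, the targeted gene, lies on chromosome 19 from 44293676 to 44306865, in coordinates that match GRCm38. Its mean in the authors' deposited table was 6.47 in Scd2f/f TAL and 1.87 in Scd2f/f;CC TAL, a ratio of 0.289 (p = 0.0577, FDR = 0.968). The log2 ratio of Scd2 was -1.79 with an approximate standard error of 0.86. Among genes with a mean of at least 1, the lower gene with the smallest p-value in the authors' deposited table was Clta, with a ratio of 0.404 (p = 2.23e-07, FDR = 0.00373). Cd63 had a ratio of 0.277 (p = 4.85e-06, FDR = 0.0406) in the authors' deposited table and Tln1 a ratio of 0.483 (p = 1.07e-05, FDR = 0.0596). They were followed in the authors' deposited table by Col1a2, with a ratio of 0.320 (p = 3.02e-05), and Cd207, with a ratio of 0.281 (p = 4.54e-05). Clta and Tln1 lie in a stretch of chromosome 4 of 1.03 Mb in which all 15 protein-coding genes with a mean of at least 1 were lower in the authors' deposited table. The higher genes with the smallest p-values in the authors' deposited table were Chic1, with a ratio of 3.28 (p = 0.000137), Enho, with a ratio of 2.72 (p = 0.000363), Gm38357, with a ratio of 2.85 (p = 0.000501), CT025556.1, with a ratio of 2.74 (p = 0.000694), and 4933431G14Rik, with a ratio of 2.65 (p = 0.00165). Of these higher genes, Gm38357, CT025556.1 and 4933431G14Rik are not annotated as protein-coding. The median log2 ratio of the 11847 genes with a mean of at least 1 was 0.0041.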

Evaluation of DEGs (Supplementary Data 1), identified downregulation of genes relevant to pathways of interest in *Scd2*^*f/f*^*;CC* (Supplementary Data 2) including tumor development and HSC activation, the results expected from the *Scd2*^*f/f*^*;CC* mouse phenotype. 

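Supplementary Data 2 holds 34 transcripts of 33 genes, and all of these genes are also in the authors' deposited table. Of the 33 genes, 30 were lower in Scd2f/f;CC TAL and 17 were DEGs in the authors' deposited table, all of these lower. The p-value was under 0.05 for 18 of the genes when adjusted over the list alone and for 0 when adjusted over all genes of the authors' deposited table, where the lowest FDR among them was 0.103 and 18 had an unadjusted p-value under 0.05. The study chose this list on the same mice, so the first count is not independent evidence. All 6 genes listed for HSC activation were DEGs in the authors' deposited table, from Timp1 with a ratio of 0.0751 (p = 0.00016) to Pdgfrb with a ratio of 0.479 (p = 0.00316). Col1a1 had a mean of 19.6 in Scd2f/f TAL and 4.51 in Scd2f/f;CC TAL in the authors' deposited table (p = 0.00125), and its log2 ratio of -2.12 had an approximate standard error of 0.52. Timp1 had means of 0.645 and 0.0484 in the authors' deposited table, where the lowest mean of any gene in Scd2f/f;CC TAL was 0.0349. With a pseudocount of 1 added to each mean, the log2 ratio of Timp1 changed from -3.74 to -0.65. Of the 12 genes listed for tumorigenesis, 4 were DEGs in the authors' deposited table, Fam83a with a ratio of 0.149 (p = 0.000191), Ephb2 with 0.150 (p = 0.00209), Ddr1 with 0.253 (p = 0.00247) and Gne with 0.436 (p = 0.00015). Gne lies in the stretch of chromosome 4 that also holds Clta and Tln1. The median log2 ratio of the genes listed for tumorigenesis was -0.58, and that of the genes listed for HSC activation was -1.88. A list of 28 HSC activation genes fixed before the data were examined, 4 of them also in Supplementary Data 2, had a median log2 ratio of -1.05, or -0.96 without these 4. The median of the 28 genes was below the medians of all 10000 random lists of the same size drawn from genes of similar mean, and 24 of them were lower with a p-value under 0.05 in the authors' deposited table. A list of 22 proliferation genes had a median log2 ratio of -0.46, again below every random list drawn for it, and 6 of them were lower with a p-value under 0.05 in the authors' deposited table. Adjusted over the list alone, the p-value was under 0.05 for 0 of them. Of the 22 genes, 9 had a mean under 1. Among the 13 others the median was -0.31, at the 1.35 percentile and so no longer below every random list. From the lower genes of Supplementary Data 2, the paper states that genes of tumor development and HSC activation were downregulated, and relates this to the phenotype of the Scd2f/f;CC mice.

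**Figure D1:**
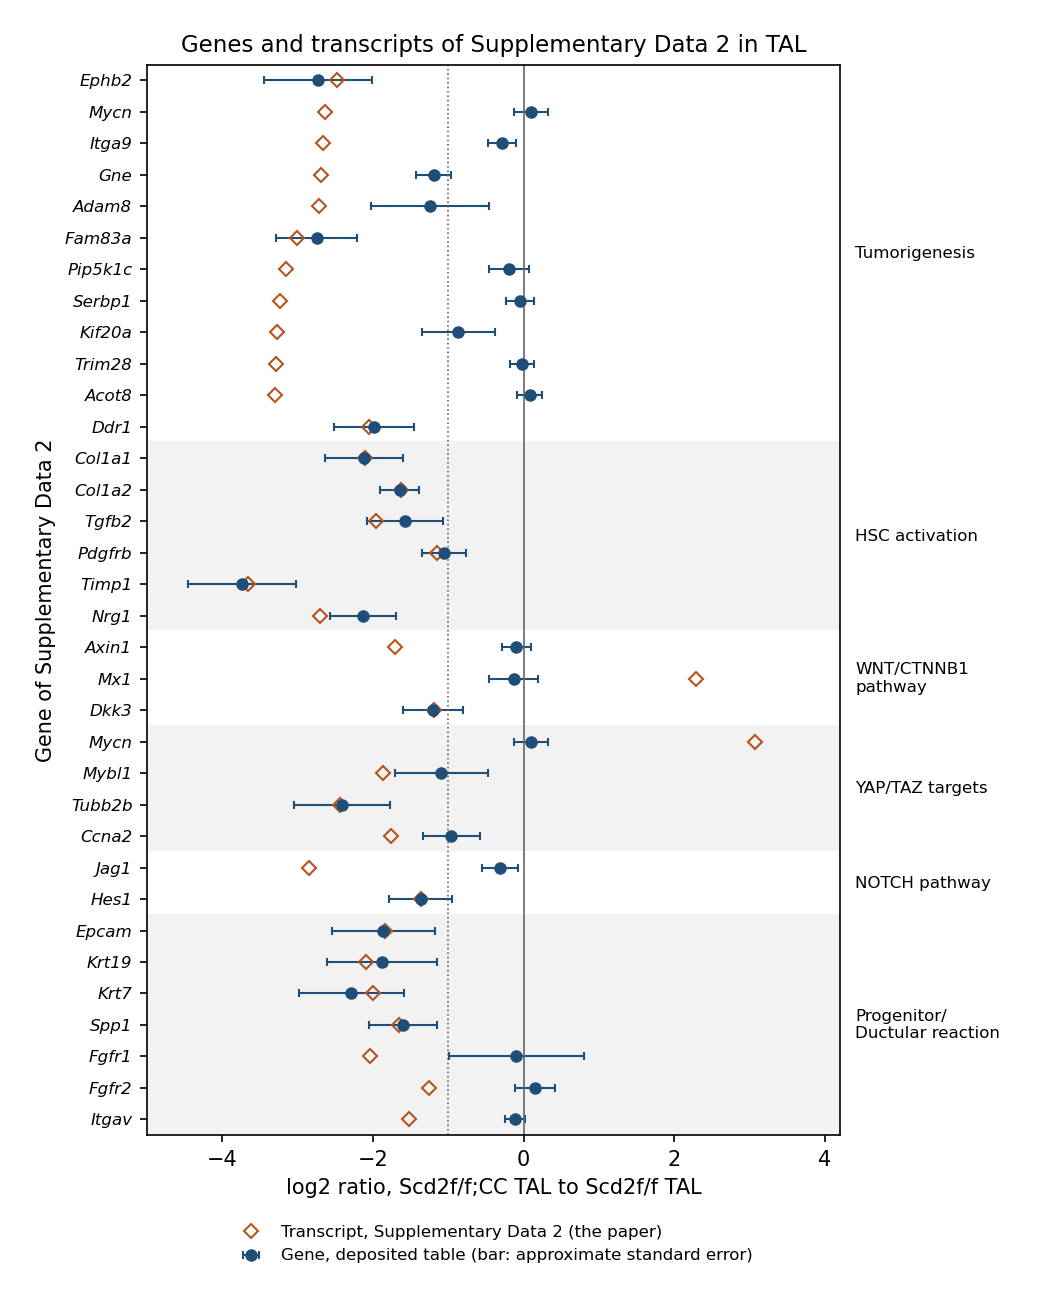
Log2 ratio of Scd2f/f;CC TAL to Scd2f/f TAL (horizontal axis) for each entry of Supplementary Data 2 (vertical axis), grouped by the pathway given there; filled circles are genes in the authors' deposited table with bars of 1 approximate standard error, open diamonds are the paper's transcripts, and the dotted line marks a ratio of 0.5. The 6 genes listed for HSC activation lie to the left of the dotted line, and 10 of the 33 genes lie within 1.2-fold of no change.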

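Supplementary Data 2 lists Axin1, Mx1 and Dkk3 for the WNT/CTNNB1 pathway. Dkk3 had a ratio of 0.433 between Scd2f/f;CC TAL and Scd2f/f TAL in the authors' deposited table (p = 0.00966, FDR = 0.65), with a log2 ratio of -1.21 and an approximate standard error of 0.40. Axin1 had a ratio of 0.937 (p = 0.631) and Mx1 a ratio of 0.911 (p = 0.687) in the authors' deposited table, both smaller changes than their approximate standard errors. The paper's values for single transcripts are a fold change of -3.27 for Axin1, 4.9 for Mx1 and -2.28 for Dkk3. The median log2 ratio of these 3 genes was -0.13, at the 28.2 percentile of random lists drawn from genes of similar mean. Mx1 had a mean under 1, and without it the median was -0.65, at the 3.85 percentile. The study chose these 3 genes on the same mice, so the percentiles are not independent evidence. A list of 20 targets of WNT/CTNNB1, such as Axin2, Lgr5 and Glul, was fixed before the data were examined and shares no gene with Supplementary Data 2. Of these, 18 were found in the authors' deposited table, 7 lower and 11 higher in Scd2f/f;CC TAL, and 0 had a p-value under 0.05. Their median log2 ratio was 0.12, at the 96.1 percentile of random lists, so a decrease of these targets was not detectable.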

Wnt-CTNNB1 pathway was also downregulated, suggesting that selective inhibition of SCD-Wnt positive loop in aHSC, globally suppressed this pathway. Indeed, immunoblotting (IB) analysis revealed that the key components of the loop (CTNNB1, HUR, LRP6), were reduced in *Scd2*^*f/f*^*;CC* (Fig. 1b). YAP1 protein and mRNA upregulations in *Scd2*^*f/f*^ were also prevented in *Scd2*^*f/f*^*;CC* (Fig. 1b and g). TAZ also contributes to liver carcinogenesis, particularly in c-Myc-induced HCC^11^. Similar reductions in TAZ protein and *Wwtr1* mRNA were observed in *Scd2*^*f/f*^*;CC* (Supplementary Fig. 1e, f). To characterize YAP1 repression at the cellular level, we examined co-expression of YAP1 and cell-type markers by immunofluorescent (IF) microscopy. This analysis revealed the numbers of nuclear YAP1 (nYAP1)-expressing HNF4A^+^ hepatocytes, ACTA2^+^ aHSC, and SOX9^+^ ductular cells, were significantly reduced in *Scd2*^*f/f*^*;CC* (Fig. 1c, d). Further, HNF4A^+^ HCC cells positive for nYAP1 were reduced in *Scd2*^*f/f*^*;CC* vs. *Scd2*^*f/f*^ as quantified by 3-dimensional confocal microscopy imaging (Fig. 1e, f and Supplementary Fig. 1g). This global YAP1 repression in the multiple cell types including HCC cells was accompanied by repressed YAP1/TAZ-target genes such as *Ctgf*, *Cyr61*, and *Bric5* (Fig. 1g). *Cnnd1* and *Scd2* mRNA upregulation in *Scd2*^*f/f*^, was also completely blunted in *Scd2*^*f/f*^*;CC*, likely reflecting global CTNNB1 inactivation in multiple cell types caused by conditional *Scd2* knockout. IB analysis of liver tumors was difficult due to markedly diminished tumors in *Scd2*^*f/f*^*;CC*. However, qPCR on liver tumor RNA confirmed *Yap1* and *Wwtr1* repressions in *Scd2*^*f/f*^*;CC* (Supplementary Fig. 1h).

**Fig. 1:**
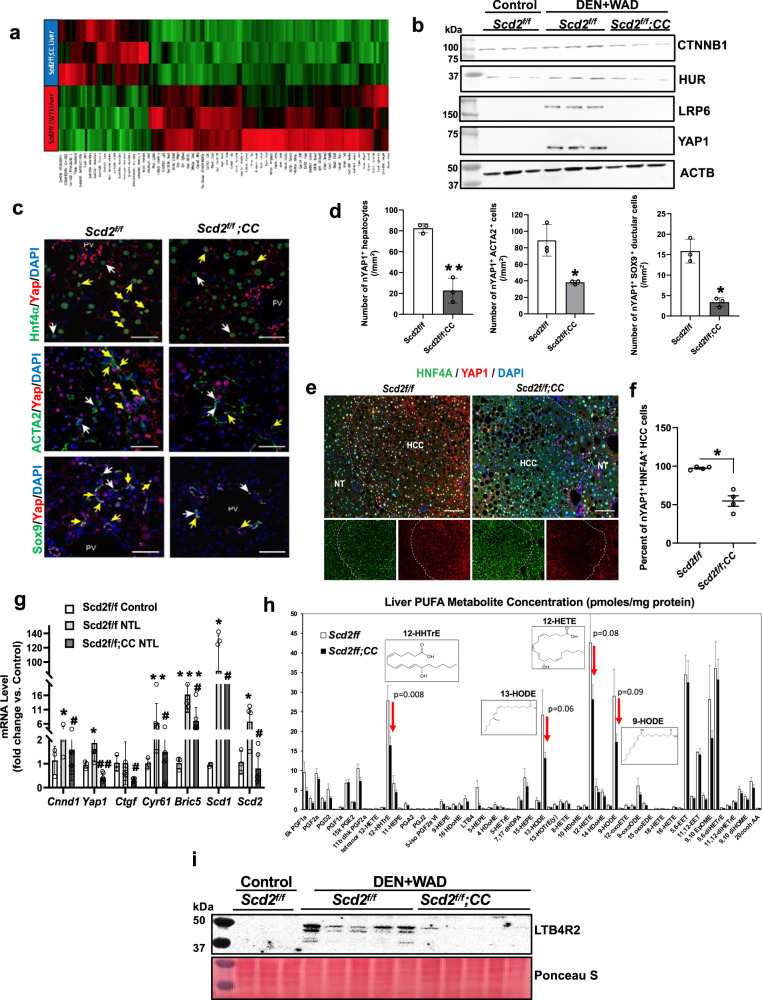
SCD2 deficiency in aHSC results in global repression in CTNNB1, YAP1, LTB4R2, and its ligands. **a** A heatmap of DEGs in tumor-adjacent liver (TAL) of *Scd2*^*f/f*^*;Col1a1Cre (CC)* vs. *Scd2*^*f/f*^ mice subjected to the DEN + WAD regimen (*n* = 3 mice per group). **b** IB analysis of TAL proteins from *Scd2*^*f/f*^*;CC* vs. *Scd2*^*f/f*^ mice as compared to *Scd2*^*f/f*^ control mice. (*n* = 3 mice per group). **c** IF microscopy of nYAP1^+^HNF4A^+^ hepatocytes, nYAP1^+^ACTA2^+^ aHSC, nYAP1^+^SOX9^+^ ductular cells in *Scd2*^*f/f*^*;CC* vs. *Scd2*^*f/f*^ mouse TAL. Scale bar = 50 μm. White arrows point the cells with HNF4A^+^, ACTA2^+^, or SOX9^+^ staining while yellow arrows point the cells with the dual staining with nYAP1. **d** Morphometric analysis of nYAP1^+^ hepatocytes, aHSC, and ductular cells. *p < 0.05 and **p < 0.01 vs. *Scd2*^*f/f*^ mouse TAL by two-sided t-test. Data presented as means ± SEM (*n* = 3 different sections). Exact *p* values are shown in the Source Data File. **e** Co-IF microscopy of nYAP1^+^HNF4α^+^ liver tumor cells (HCC). Scale bar = 100 μm. The border between HCC and non-tumorous (NT) areas is indicated by a broken line. Images shown are representative of four pairs of samples analyzed. **f** Imaging morphometric data for the percentage of nYAP1^+^HNF4α^+^ liver tumor cells by 3-dimensional confocal microscopy analysis. *p < 0.05 vs. *Scd2*^*f/f*^ by two-sided t-test. Data shown are means ± SEM (*n* = 4 pairs of samples). **g** qPCR data for *Scd2*^*f/f*^*;CC* vs. *Scd2*^*f/f*^ mouse TAL (*n* = 6 each) compared to *Scd2*^*f/f*^ control normal liver (*n* = 3). *p < 0.05, **p < 0.01, ***p < 0.005 vs. *Scd2*^*f/f*^ control; ^#^*p* < 0.05 and ^##^*p* < 0.01 vs. *Scd2*^*f/f*^ TAL by two-sided t-test. **h** Lipidomic analysis for PUFA metabolites in *Scd2*^*f/f*^*;CC* vs. *Scd2*^*f/f*^ mouse TAL. Data presented as means ± SEM (*n* = 3 mouse samples per group). *P* values determined by two-sided t-test. Red arrows depicting reductions in four specific metabolites in *Scd2*^*f/f*^*;CC* TAL (Raw data are provided in Supplementary Data File). **i** IB analysis of LTB4R2 for *Scd2*^*f/f*^*;CC* (*n* = 6 mice) vs. *Scd2*^*f/f*^ (*n* = 5 mice) TAL proteins compared to *Scd2*^*f/f*^ control mice (*n* = 3 mice). For all relevant figures, source data and exact *p* values are provided in the Source Data file.

### CTNNB1 regulation of hepatic YAP1 and SCD expression

*Yap1* transcription is positively regulated by CTNNB1^12^ and YAP1 and CTNNB1 were concomitantly repressed in *Scd2*^*f/f*^*;CC*, suggesting YAP1 repression may be caused by reduced CTNNB1. We also wondered if this regulation is unique to liver tumorigenesis or also relevant to normal liver. To this end, we analyzed YAP1 and *Scd1/2* expression in livers from *Ctnnb1*^*f/f*^*;AlbCre* mice lacking CTNNB1 primarily in hepatocytes but also in cholangiocytes. IB analysis revealed downregulation of YAP1, TAZ, HuR, and LRP6 in *Ctnnb1*^*f/f*^*;AlbCre* livers (Supplementary Fig. 1i). *Scd1/2*, the putative targets of CTNNB1^13^ and *Yap1/ Wwtr1* mRNA were also repressed (Supplementary Fig. 1j, k), suggesting that CTNNB1 positively regulates YAP1/TAZ and SCD-HuR-LRP6 pathway even in normal hepatocytes.

### aHSC SCD2 deficiency reduces LTB4R2 and its oxylipin ligands

SCD2 is an enzyme essential for generation of MUFAs which give rise to polyunsaturated fatty acids (PUFA) via elongation and desaturation. We, therefore, performed a lipidomic analysis for PUFA metabolites in *Scd2*^*f/f*^*;CC* vs. *Scd2*^*f/f*^ livers. Among the major metabolites, *Scd2*^*f/f*^*;CC* had selective reductions in 12-hydroxyheptadecatrienoic acid (12-HHTrE), a 17-carbon PUFA of ill-defined sources; 12-hydroxyeicosatetraenoic acid (12-HETE) a 20-carbon PUFA derived from arachidonic acid; 9- and 13-hytroxyoctadecadienoic acid (9-HODE and 13-HODE) and 9,10-epoxyoctadecenoic acid (9,10-EpOME) derived from linoleic acid (Fig. 1h and Supplementary Data 3). We were intrigued by the reductions in 12-HHTrE and 12-HETE which are ligands for leukotriene B4 receptor 2 (LTB4R2) implicated in several malignancies^11–13^ but not HCC to date. We also found LTB4R2 protein upregulation in *Scd2*^*f/f*^ ATL was prevented in *Scd2*^*f/f*^*;CC* (Fig. 1i). Similarly, *Ltb4r2* mRNA expression in tumors was reduced in *Scd2*^*f/f*^*;CC* vs. *Scd2*^*f/f*^ (Supplementary Fig 1h). Collectively, these results suggest that aHSC SCD2 controls the expression of LTB4R2 and its highest affinity oxylipin ligand, 12-HHTrE, and reduced LTB4R2 activation might have suppressed tumorigenesis in *Scd2* ^*f/f*^*;CC* mice.

### LTB4R2 mediates YAP1 and CTNNB1 activation

To test the role of LTB4R2 in HCC, we examined the effects of pharmacologic and genetic inhibition of LTB4R2 on the growth of the human HCC cell line Huh7. The LTB4R2 antagonist LY255283, concentration-dependently inhibited Huh7 growth (Fig. 2a). Expression of shRNA against *LTB4R2* (*LTB4R2-shRNA*) reduced *LTB4R2* mRNA by 80% but not *LTB4R1* mRNA (Supplementary Fig. 2a). This knockdown (KD) reduced LTB4R2 protein and the cell growth (Supplementary Fig. 2b-c), confirming the growth-promoting role of LTB4R2. LTB4R2 KD decreased nYAP1 and CTNNB1 (Fig. 2b). Phosphorylation of YAP1 at S127 by LATS kinase results in YAP1 cytosolic retention and YAP1 is activated by LATS phospho-inhibition via alternative Wnt-FZD/ROR-Gα12/13-Rho GTPases pathway^14^. However, cytosolic p(S127)YAP1 was not different in LTB4R2 KD cells (Fig. 2b), suggesting the reduced nYAP1 was not due to LATS1/2-mediated post-translational regulation. *YAP1* mRNA was also repressed in LTB4R2 KD cells (Supplementary Fig. 2d), suggesting pre-translational downregulation as observed in *Scd2*^*f/f*^*;CC* mice (Supplementary Fig. 1h). Indeed, LTB4R2 KD decreased YAP1 in whole cell extracts (Supplementary Fig. 2e) which likely resulted in nYAP1 reduction. Inhibitory S9 phosphorylation of GSK3β was reduced in LTB4R2 KD cells (Fig. 2b), suggesting increased GSK3β substrate binding might have enhanced CTNNB1 proteasomal degradation. LTB4R2 KD abrogated phospho-ERK1/2 (p44/42 MAPK) (Fig. 2c), known to phosphorylate GSK3β at S9^15^. IF microscopy confirmed a significant reduction in nYAP1^+^ by LTB4R2 KD (Fig. 2d). The LTB4R2 antagonist suppressed TEAD-luciferase reporter activity (Supplementary Fig. 2f) and the YAP1-target gene *CTGF* (Supplementary Fig. 2g). Similarly, LTB4R2 KD suppressed *CTGF* along with *CYR61* and *BRIC5* (Supplementary Fig. 2d). As expected from reduced nuclear CTNNB1, *CCND1* mRNA was decreased by LTB4R2 KD or LY255283 treatment (Supplementary Fig. 2d and g). *LTB4R2* mRNA was also reduced by LY255283, suggesting a positive forward regulation of this receptor.

**Fig. 2:**
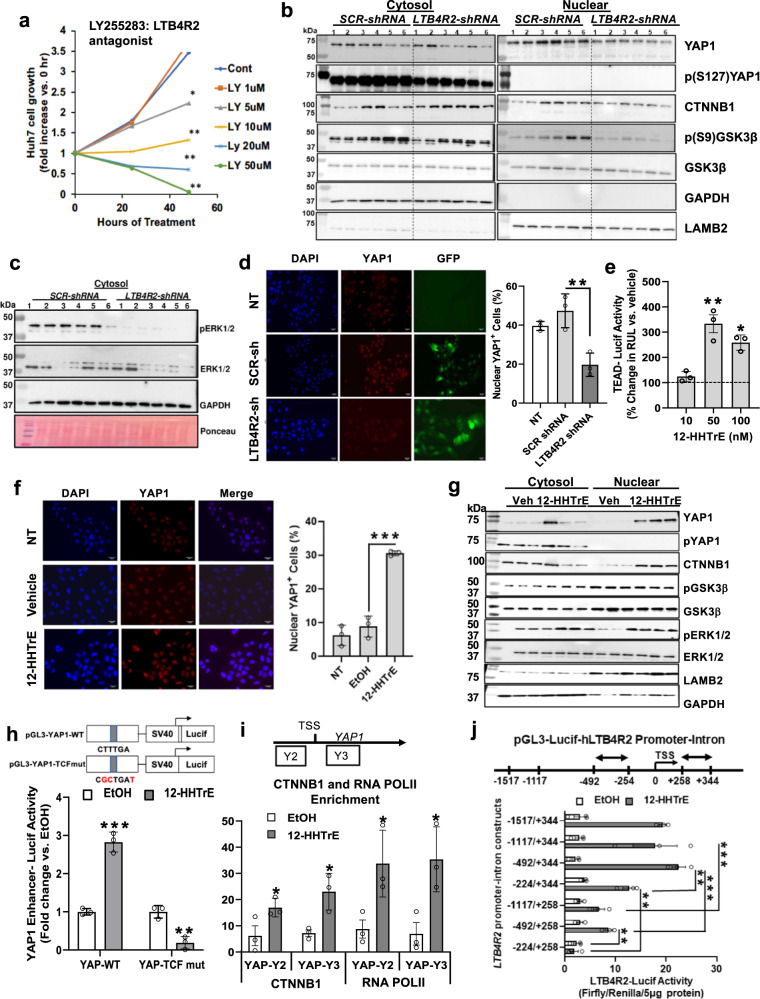
12-HHTrE-LTB4R2 signaling activates CTNNB1 and YAP1 and auto-induces LTB4R2. **a** Concentration-dependent suppression of Huh7 cell growth by the LTB4R2 antagonist LY255283. *p < 0.05, **p < 0.01 vs. vehicle control by two-sided t-test (*n* = 3 separate experiments). **b** IB analysis of cytosolic and nuclear proteins from Huh7 cells with LTB4R2 KD (*LTB4R2-shRNA*) vs. control (*SCR-shRNA*). The numbers shown above the lanes indicate repeated KD experiments (*n* = 6). **c** IB analysis for pERK1/2 and ERK1/2 of cytosolic proteins from *LTB4R2-shRNA* vs. *SCR-shRNA* Huh7 cells as described above (*n* = 6 experiments). **d** IF microscopy for nYAP1 of Huh7 cells cultured in ~40% density and infected with adenovirus expressing EGFP plus *LTB4R2-shRNA* or *SCR-shRNA* with morphometric data for the percentage of nuclear YAP1^+^ cells. NT is a no infection control. Data presented as means ± SEM (*n* = 3 separate experiments). **p < 0.01 vs. SCR-shRNA cells by two-sided t-test. **e** TEAD-luciferase activity as the readout of YAP activity in Huh7 cells treated with 12-HHTrE. Data presented as means ± SEM (*n* = 3 separate experiments). *p < 0.05, **p < 0.001 vs. vehicle treatment (dotted line) by one-way posthoc ANOVA test. **f** IF microscopy of nuclear YAP1 in Huh7 cells cultured in higher (~65%) density in serum-free media without (NT) or with the treatment of vehicle or 12-HHTrE (50 nM). A bar graph shows morphometric data for the percentage of nYAP1^+^ cells (*n* = 3 separate experiments). Data presented as means ± SEM. ***p < 0.001 vs. vehicle by two-sided t-test. **g** IB analysis of cytosolic and nuclear proteins from Huh7 cells treated with vehicle (Veh.) or 12-HHTrE (50 nM) (*n* = 3 separate experiments). **h** 12-HHTrE activation of wild-type vs. TCF site-mutated YAP1 intronic enhancer as measured by luciferase reporter activity. Mutated nucleotides in the enhancer are shown in red. **p < 0.01 and ***p < 0.001 vs. vehicle EtOH by two-sided t-test. Data presented as means ± SEM (*n* = 3 separate experiments). **i** ChIP-qPCR data for enrichment of CTNNB1 and RNA polymerase II (RPOLII) at the proximal promoter region (Y2) and the first intronic enhancer region (Y3). *p < 0.05 vs. EtOH by two-sided *t* test. Data presented as means ± SEM (*n* = 3 separate experiments). **j** 12-HHTrE-stimulated *LTB4R2* proximal promoter-first intron activities with various deletions as determined by a luciferase reporter in Huh7 cells. **p < 0.01 and ***p < 0.001 vs. vehicle by two-sided t-test. Data presented as means ± SEM (*n* = 3 separate experiments). For all relevant figures, source data and exact *p* values are provided in the Source Data file.

### 12-HHTrE upregulates YAP1 via LTB4R2 and CTNNB1

Conversely, the LTB4R2 ligand12-HHTrE stimulated TEAD promoter activity (Fig. 2e), an effect which was lost by LTB4R2 KD or co-treatment with the Super-TDU, an inhibitor of YAP-TEAD interaction (Supplementary Fig. 2h, i). 12-HHTrE increased nYAP1^+^ cells by IF (Fig. 2f) and nYAP1 protein by IB with no changes in cytosolic p(S127)YAP1 (Fig. 2g). 12-HHTrE increased cytosolic pERK1/2 and p(S9)GSK3β, nuclear CTNNB1 (Fig. 2g) and upregulated mRNAs for *YAP1*, YAP1-target genes (*CTGF*, *CYR61*), CTNNB1-target genes (*CCND1*, *LGR5*), and the antiapoptotic gene *BCL2L1* activated by YAP1-TBX5-CTNNB1 complex^16^ (Supplementary Fig. 2j). 12-HHTrE upregulated LTB4R2 mRNA and protein (Supplementary Fig. 2j-k), supporting the positive feed-forward regulation. These results are opposite of the LTB4R2 inhibition effects and enforce the notion that 12-HHTrE-LTB4R2 signaling drives YAP1 and CTNNB1 activation. CTNNB1 upregulates *YAP1* transcription by its binding to TCF4 recruited to the *YAP1* intronic enhancer^17^. Indeed, 12-HHTrE activated *YAP1* enhancer-luciferase reporter in Huh7 cells, and a mutation of the TCF element abrogated this activation (Fig. 2h). ChIP-qPCR analysis showed 12-HHTrE increased co-enrichments of CTNNB1 and RNA polymerase II (RNAPII) at the region encompassing this TCF site (YAP-Y3, Fig. 2i) and the proximal promoter region (YAP-Y2). Further, CTNNB1 KD abrogated 12-HHTrE-induced *YAP1* mRNA (Supplementary Fig. 2l). CTNNB1 KD also prevented 12-HHTrE-mediated *LTB4R2* induction (Supplementary Fig. 2m), suggesting the role of CTNNB1 in the positive forward regulation of the receptor. Using *LTB4R2* proximal promoter-first intron (−1517/+344) deletion constructs with a luciferase reporter we have cloned, a −492/−244 region and a +258/+344 intronic region, were shown responsible for the 12-HHTrE stimulation (Fig. 2j) and these activities were attenuated by CTNNB1 KD (Supplementary Fig. 2n).

### aHSC produces 12-HHTrE to activate LTB4R2-CTNNB1-YAP1 signaling in HCC

We next asked how SCD2 in aHSC supported YAP1 activation in HCC cells via the LTB4R2 pathway. For this, we treated Huh7 cells with conditioned medium (CM) from the human aHSC LX2 cells transduced with SCD-shRNA (SCD-sh) vs. scrambled shRNA (SCR-sh). Here it should be noted that only SCD1 isoform or simply referred to SCD, is mainly expressed in LX2 cells. LX2 SCR-sh CM but not SCD-sh CM, increased TEAD promoter activity in Huh7 cells (Fig. 3a). The LX2 CM-induced TEAD activation required LTB4R2 and YAP1 as the receptor antagonist LY255283 and Super-TDU abrogated the effect (Supplementary Fig. 3a, b). Using a size-exclusion column, the TEAD promoter stimulatory activity was shown to exist in a <10 kDa filtrate (Supplementary Fig. 2c). Lipid removal from the <10 kDa filtrate with the lipid adsorption reagent (Cleanascite^TM^) abolished the activity (Supplementary Fig. 3d), suggesting lipid LTB4R2 ligands are released SCD-dependently by aHSC to activate LRB4R2-YAP1 pathway in HCC cells. However, we also showed that LTB4R2 antagonism reduced basal TEAD activity in Huh7 cells (Supplementary Fig. 2f), suggesting spontaneous release of LTB4R2 ligands, which may contribute to the LX2 CM effect. To test this possibility, we treated Huh7 cells with LX2 CM in the presence of the thromboxane A synthase 1 (TBXAS1) inhibitor Ozagrel vs. vehicle (DMSO). TBXAS1 was suspected as a major 12-HHTrE biosynthetic enzyme in Huh7 cells based on its high mRNA expression (not shown). Indeed, Ozagrel suppressed the basal TEAD activity by 50%. Yet, the LX2 CM still increased the activity in both DMSO and Ozagrel-treated cells to a similar extent (Fig. 3b), suggesting the autocrine LTB4R2-TEAD activation in Hur7 cells is not required for paracrine stimulation by LX2-CM. However, LX2 CM upregulated *PTGS2* and *TBXAS1* in Huh7 cells and this effect was lost by SCD KD in LX2 cells (Supplementary Fig. 3e), suggesting aHSC paracrine effect may support autocrine release of the LTB4R2 ligand 12-HHTrE.

**Fig. 3:**
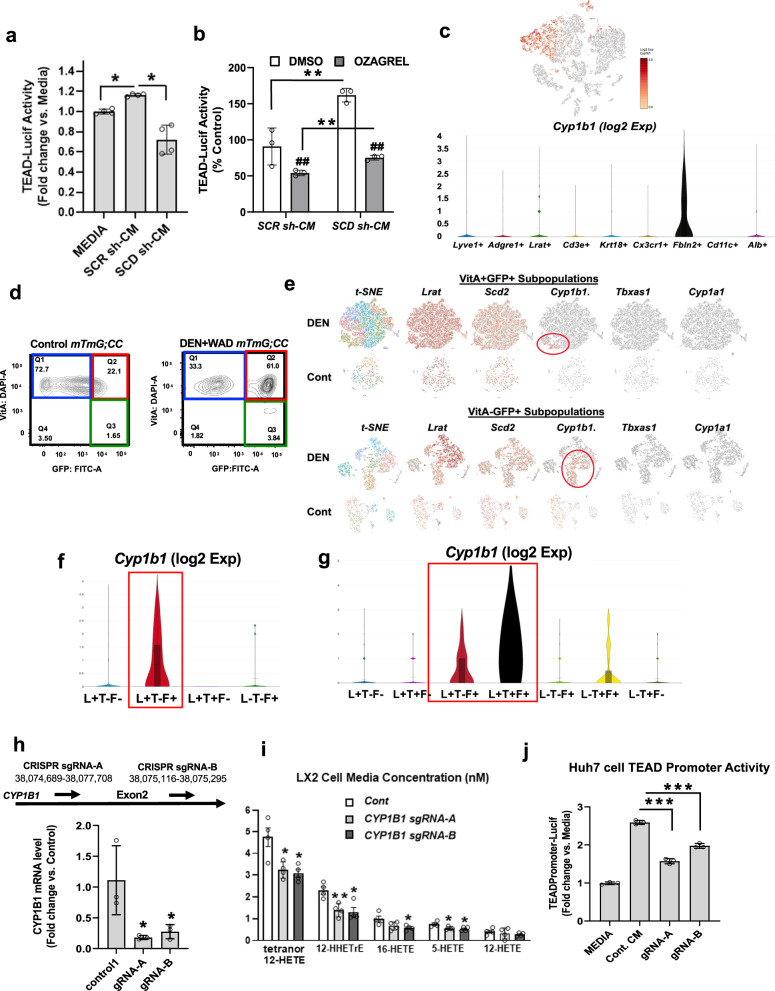
aHSC release LTB4R2 ligands in a manner dependent on CYP1B1. **a** TEAD-luciferase activity in Huh7 cells treated with conditioned medium (CM) from LX2 cells transduced with *scrambled shRNA (SCRsh-CM)* vs. *SCD-shRNA (SCDsh-CM)* as compared to the media without Huh7 cells (Media). *p < 0.05 by two-sided t-test. Data presented as means ± SEM (*n* = 4 separate experiments). **b** TEAD-luciferase activity in Huh7 cells exposed to *SCRsh-CM* vs. *SCDsh-CM* in the presence of the TBXAS1 inhibitor Ozagarel or vehicle DMSO. *p < 0.001 vs. Media, #*p* < 0.001 vs. DMSO by two-sided t-test. Data presented as means ± SEM (*n* = 3 experiments). **c** A scRNA-seq t-SNE plot showing *Cyp1b1*^*+*^ cells and violin plots revealing selective *Cyp1b1* expression by *Fbln2*^*+*^ cells. Cell numbers for different cell type groups are provided in Supplementary Data 3. **d** Contour FACS plots of liver mesenchymal cells isolated from control vs. DEN + WAD treated *Rosa26mTmG;Col1a1-Cre;* (*mTmG;CC*) mouse, gated by DAPI (*Y*-axis) for Vit A fluorescence and FITC (X-axis) for Col1a1-GFP, revealing VitA^+^GFP^-^ quiescent HSC (blue), VitA^+^GFP^+^ aHSC (red), and VitA^−^GFP^+^ cells (green). FACS gating strategies are provided in Supplementary Information. **e** scRNA-seq analysis for expression of 12-HHTrE biosynthetic genes in VitA^+^GFP^+^ (top) and VitA^−^GFP^+^ (bottom) subpopulations from DEN+WAD mouse (DEN) vs. normal (Cont.) livers. **f** Violin plots for *Cyp1b1* expression by subpopulations based on *Lrat*, *Thy1*, and *Fbln2* expression in VitA^+^GFP^+^ cells from the DEN mouse and **g** in VitA^−^GFP^+^ cells. (See Supplementary Data 3 for parameter values for violin plots and cell numbers for different subpopulations). **h** CRISPR/Cas9 ablation of *CYP1B1* in LX2 cells using the guide RNA-A (sgRNA-A) or -B (sgRNA-B) (top), represses *CYP1B1* mRNA. *p < 0.05 vs. control by two-sided t-test. Data presented as means ± SEM (*n* = 3 separate samples). **i** Oxylipin concentrations in CM from LX2 cells with *CYP1B1* KD are described above. *p < 0.05 vs. control by two-sided t-test. Data presented as means ± SEM (*n* = 4 separate samples). (Raw data provided in Supplementary Data 4 in Supplementary File). **j** Reduced stimulatory effects of CM from *CYP1B1* ablated LX2 cells on the TEAD promoter activity in Huh7 cells (right). ***p < 0.001 vs. Control CM by two-sided t-test. Data presented as means ± SEM (*n* = 3 experiments). For all relevant figures, source data and exact *p* values are provided in the Source Data file.

#### CYP1B1 contributing to aHSC generation of 12-HHTrE

CYP450 enzymes such as TBXAS1 (CYP5A1), CYP1A1, and CYP1B1 generates 12-HHTrE from prostaglandin G2 and H2^17,18^. Although platelets are considered a major source of 12-HHTrE^19^, it is also generated by macrophages^20^, keratinocytes^21^, and malignant cells^11–13^. 

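For the synthesis of 12-HHTrE from arachidonic acid, the cyclooxygenases are encoded by Ptgs1 and Ptgs2, and the paper names TBXAS1 and CYP1A1 among the enzymes that act on their products. In the authors' deposited table, the ratio of Scd2f/f;CC TAL to Scd2f/f TAL was 1.09 for Ptgs1 (p = 0.594), 0.306 for Ptgs2 (p = 0.08), 0.763 for Tbxas1 (p = 0.221) and 0.532 for Cyp1a1 (p = 0.0502). The lowest FDR of these genes in the authors' deposited table was 0.959. The log2 ratio of Ptgs2 was -1.70 with an approximate standard error of 0.90, and that of Cyp1a1 was -0.91 with an approximate standard error of 0.42. Means in the authors' deposited table were 0.492 and 0.151 for Ptgs2 and 0.57 and 0.303 for Cyp1a1. With a pseudocount of 1 added to each mean, the log2 ratios changed to -0.37 for Ptgs2 and -0.27 for Cyp1a1.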

As conditional *Scd2* ablation in *Scd2*^*f/f*^*;CC* mice reduced 12-HHTrE concentration in TAL, we screened RNA-seq DEGs of *Scd2*^*f/f*^*;CC* vs. *Scd2*^*f/f*^ TAL for 12-HHTrE-biosynthetic CYP genes. This revealed that *Cyp1b1*, but not other *Cyp* genes, was significantly (*p* = 5.15E-3) repressed 4.5-fold in *Scd2*^*f/f*^*;CC*, suggesting the role of CYP1B1 in regulating the liver oxylipin level. 

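Cyp1b1 lies on the minus strand of chromosome 17 from 79706953 to 79715042 in coordinates that match GRCm38, and its transcript ENSMUST00000024894.1 has 3 exons, 2 of them coding. Its mean in the authors' deposited table was 1.51 in Scd2f/f TAL and 0.331 in Scd2f/f;CC TAL, a 4.57-fold decrease (p = 0.000941, FDR = 0.301). The log2 ratio of Cyp1b1 was -2.19 with an approximate standard error of 0.51. The paper's value for the transcript in Supplementary Data 1 is a fold change of -4.51 (p = 0.00515). Cyp1b1 ranked 51 by p-value among all genes of the authors' deposited table, and 28.2% of the genes had a lower mean. Its p-value was 0.00471 adjusted over the list alone, where the list holds Cyp1b1, Ptgs1, Ptgs2, Tbxas1 and Cyp1a1. The paper chose Cyp1b1 from the DEGs of the same mice, so this adjustment is not independent evidence. The median log2 ratio of that list of 5 genes was -0.91. Of the 76 Cyp genes of the authors' deposited table, 3 had a p-value under 0.05, where 3.8 would be under that limit by chance. Cyp1b1 had the smallest p-value of them and was the lower one, while Cyp2c40, with a ratio of 1.91 (p = 0.0344), and Cyp2c53-ps, with a ratio of 3.49 (p = 0.0371), were higher in the authors' deposited table. Adjusted over the 76 Cyp genes, the p-value of Cyp1b1 was 0.0715. In all, 25 of the Cyp genes were lower and 51 higher in Scd2f/f;CC TAL in the authors' deposited table. Supplementary Data 1 lists 7 Cyp transcripts, 2 of them lower, and the paper's fold change of the second of these, from Cyp20a1, is -3.14 (p = 0.0244). The ratio of Cyp20a1 in the authors' deposited table was 0.87 (p = 0.291). With a pseudocount of 1, the log2 ratio of Cyp1b1 was -0.92.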

We next examined which cell types express *Cyp1b1* in TME by screening the cell type clusters identified by scRNA-seq as described above (Supplementary Fig. 1a). As shown by violin plots (Fig. 3c), *Cyp1b1* was dominantly expressed by *Fbln2*^*+*^ cells. To further characterize these *Fbln2*^*+*^ *cells*, we enriched *Col1a1*-expressing cells by isolating GFP^+^ cells by FACS from DEN + WAD-subjected *Rosa26mTmG* reporter mice (*Gt(ROSA)26Sor*^*tm4(ACTB-tdTomato,-EGFP)Luo*^) carrying *Col1a1-Cre* (*mTmG;CC*) based on the gating strategy depicted in Supplementary Fig. 3f. This allowed separation of VitA^+^GFP^-^ quiescent HSC (blue box), VitA^+^GFP^+^ aHSC (red box), and VitA^-^GFP^+^ VitA-depleted aHSC and activated PF (green box) (Fig. 3d). In normal mouse, VitA^+^GFP^+^ quiescent HSC was a major population while in DEN + WAD mouse, VitA^+^GFP^+^ aHSC and VitA^-^GFP^+^ cells expanded reflecting activation of HSC (Fig. 3d and Supplementary Fig. 3g). By subjecting the latter two fractions to scRNA-seq, we revealed that *Cyp1b1* but not other biosynthetic genes, was expressed by a subset of VitA^+^GFP^+^ aHSC which emerged in the DEN + WAD liver (Fig. 3e, top). This subset co-expressed the HSC marker *Lrat* and the PF marker *Fbln2* but not another PF marker *Thy1*, labeled as *Lrat*^*+*^*Thy1*^*-*^*Fbln2*^*+*^ (L+T-F+, Fig. 3f). In VitA^-^GFP^+^ cells, only *Cyp1b1* was expressed in both *Lrat*^*+*^*Fbln2*^*+*^ and *Lrat*^*-*^*Fbln2*^*+*^ cells in small numbers in control liver but *Cyp1b1*^*+*^ cells increased in the DEN + WAD liver (lower panel of Fig. 3e and Fig. 3g) with *Lrat*^*+*^*Cyp1b1*^*+*^ cells being 3x more abundant than *Lrat*^*-*^*Cyp1b1*^*+*^ cells (Supplementary Fig. 3i). Collectively, these results demonstrated that VitA^+^ or VitA^-^ *Lrat*^*+*^*Fbln2*^*+*^ aHSC was a unique tumor-associated aHSC subpopulation which likely produced 12-HHTrE by CYP1B1. The potential importance of the L+T-F+ aHSC was also supported by their selective expression of tumor promoter genes such as *Ereg*^22^, *Vgefa*^22^*, Gas6*^23^, and *Mmp*2^24^ (Supplementary Fig. 3h). To scrutinize the functional significance of CYP1B1 expressed by aHSC, we silenced *CYP1B1* by CRISPR/Cas9 in LX2 cells by using two different guide RNAs (sgRNA-A and -B) (Fig. 3h). This manipulation reduced the release of oxylipins into the media including 12-HHTrE (Fig. 3i and Supplementary Data 3) and blunted the CM-mediated upregulation of the TEAD promoter activity (Fig. 3j).

To extend our results to human HCC, we analyzed human HCC scRNA-seq data available from NCI’s Single-cell Atlas in Liver Cancer (scATlasLC). Among different cell types in the human HCC TME, *CYP1B1* was expressed by CAF, TAM (tumor-associated macrophages), and TEC (tumor-associated endothelial cells). TBXAS1 expression was prominent in TAM and T cells but not in CAF (Supplementary Fig. 3j). These results suggested that TAM may be a major source of the oxylipin in human HCC TME and CYP1B1 as the oxylipin source in CAF as in our mouse model. Further, co-expression analysis showed, CYP1B1-expressing CAF are mostly FBLN2-positive (Supplementary Fig. 3k).

### LTB4R2 KD reproduces tumor suppression of conditional SCD2 deficiency

We next tested the causal role of LTB4R2 in liver tumorigenesis in vivo by administration of an AAV8 vector expressing shRNA against *Ltb4r2* vs. scrambled shRNA in DEN-WAD B6 mice at 1 month prior to sacrifice. Both AAV8 viral vectors equally transduced hepatocytes at ~60% as shown by the reporter GFP expression (Supplementary Fig. 4a) including AFP^+^ tumor cells (Supplementary Fig. 4b). This KD manipulation decreased hepatic LTB4R2 protein and nuclear CTNNB1 and YAP1 (Fig. 4a) and *Ltb4r2* mRNA in liver tumors (Supplementary Fig. 4c). The KD appeared to reduce liver weight/body weight ratio (Supplementary Fig. 4d) and significantly suppressed tumor multiplicity and total tumor volume (Fig. 4b), reproducing the phenotype observed in the *Scd2*^*f/f*^*;CC* mice and validating the role of LTB4R2 in CTNNB1 and YAP1 activation and liver tumorigenesis in vivo.

**Fig. 4:**
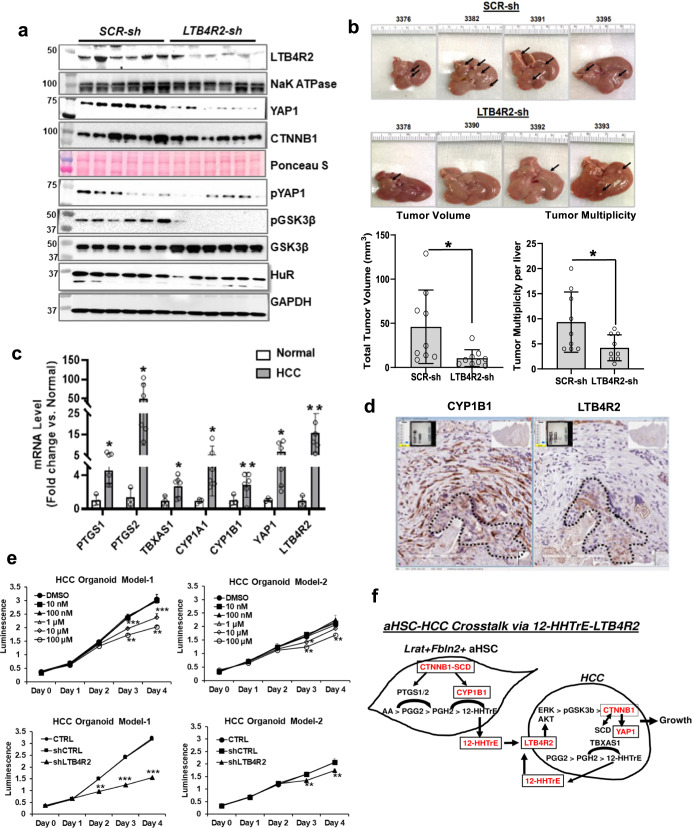
HCC growth is dependent on LTB4R2. **a** IB analysis of LTB4R2 and NaKATPase (membrane), pYAP1, pGSK3β, GSK3β, HuR, GAPDH (cytosolic), YAP1 and CTNNB1 (nuclear) proteins from B6 mice subjected to the DEN + WAD regimen and injected with AAV vector (4 × 10^11^ GC per mouse) expressing *SCR-shRNA (SCR-sh)* vs. *LTB4R2-shRNA (LTB4R2-sh)* one month prior to the end of experiment (*n* = 6 mice per group). **b** Liver tumor development in the mice with *SCR-sh vs. LTB4R2-sh* treatment depicted by representative images and total tumor volume and multiplicity. *p < 0.05 vs. *SCR-sh* mice by two-sided t-test. Data presented as means ± SEM (*n* = 9 mice each). **c** qPCR data for oxylipin synthetic genes, *LTB4R2*, and *YAP1* in patient HCC (*n* = 6) vs. normal subject livers (*n* = 6). *p < 0.05, **p < 0.01 vs. normal liver by two-sided t-test. Data presented as means ± SEM. **d** Representative IHC-HRP staining for CYP1B1 and LTB4R2 of patient HCC liver sections (×200) from four patient samples examined. Areas demarked by broken lines are HCC. **e** Top: Growth of patient HCC organoid (model-1 and model-2) in the presence of DMSO (vehicle) or the LTB4R2 antagonist LY255283. *p < 0.05, **p < 0.01, ***p < 0.005 vs. DMSO by two-way ANOVA with post hoc test. Data presented as means ± SEM (*n* = 3 experiments). Bottom: Growth of patient HCC organoid model-1 and model-2 without (CTRL) or with infection with adenovirus expressing *scrambled shRNA* (*shCTRL*) or *LTB4R2* shRNA (shLTB4R2). *p < 0.05, ***p < 0.005 vs. DMSO (*n* = 3 experiments). **f** Schematic diagram of HCC promotion initiated by SCD-CYP1B1-dependent release of 12-HHTrE by *Lart*^*+*^*Fbln2*^*+*^ aHSC, activating LTB4R2-CTNNB1-YAP1 pathway in HCC cell. For all relevant figures^,^ source data and exact *p* values are provided in the Source Data file.

### Translational relevance

To attain the translational relevance of our findings, we analyzed the TCGA-LIHC cohort data to examine the relationship between *LTB4R2* expression per RNA-seq and patient survival. As our results suggested the role of CTNNB1 in YAP1 and LTB4R2 regulation and the gain-of-function *CTNNB1* mutation is common in HCC, we stratified the patients by the CTNNB1 missense mutation status. In either patient group with (92 patients) or without (263 patients) the mutation, no significant difference in survival between patients with high vs. low *LTB4R2* expression was observed (Supplementary Fig. 4e). However, our qPCR analysis revealed that the expression of 12-HHTrE biosynthetic genes (*PTGS2, TBXAS1*, *CYP1B1*), and *YAP1* and *LTB4R2* were all significantly upregulated in patient HCC vs. normal liver (Fig. 4c). We also performed IHC for CYP1B1 and LTB4R2 in patient HCC sections and detected CYP1B1^+^ CAF surrounding LTB4R2^+^ HCC cells (Fig. 4d), a spatial relationship that supports aHSC-HCC crosstalk involving the CYP1B1-LTB4R2 pathway. Finally, we used patient HCC organoids to test the effects of the LTB4R2 antagonist treatment and LTB4R2 KD. For this study, we used two different HCC organoids: model-1 expressing 30-fold higher *LTB4R2* mRNA compared to model-2. The model-1 organoid grew 160% faster than model-2 and showed more conspicuous growth inhibition by LTB4R2 antagonism or KD as compared to model 2 (Fig. 4e), suggesting the therapeutic potential of targeting the 12-HHTrE-LTB4R2 pathway for growth inhibition of HCC.

## Discussion

LTB4R2 was discovered as a low-affinity receptor for LTB4 in 2000^25–28^, followed by the identification of 12-HHTrE as a high-affinity LTB4R2 ligand^29^. LTB4R2 is implicated in malignancies via its activities toward activation of ERK1/2, STAT3, and NF-κB^30–34^. Our study describes the role of LTB4R2 in liver tumor development via activation of CTNNB1 and YAP1, the two transcriptional activators that promote liver tumorigenesis^32,33^. We suggest that LTB4R2 activation by 12-HHTrE produced by aHSC CYP1B1 causes CTNNB1 activation via GSK3β pathway and subsequent *YAP1* transcription and tumor promotion (Fig. 4g). Our scRNA-seq analysis identified a *Lrat*^*+*^*Fbln2*^*+*^ aHSC subpopulation as the putative source of CYP1B1-catalyzed 12-HHTrE generation, the finding that was supported by the presence of CYP1B1^+^ CAF in patient HCC via IHC and scRNA-seq analysis. The tumor-promoting role of aHSC SCD-CYP1B1-tumor LTB4R2 pathway was supported by tumor suppression in mice by conditional *Scd2* ablation and AAV8-based *Ltb4r2* KD. Mechanisms for SCD2-dependent *Cyp1b1* upregulation are currently unknown but may involve its transcriptional activation by CTNNB1-AhR as shown for *Cyp1a1*^34^.

Our TCGA-LIHC cohort analysis failed to show a positive association between LTB4R2 expression and poor survival. We do not know the reasons for this seemingly discrepant result. The LTB4R2 pathway we disclosed may be active only in focal areas of growing HCC and may not be accurately assessed by RNA-seq. Indeed, our RNA-seq analysis in *Scd2*^*f/f*^*;CC* mice failed to detect reduced *Ltb4r2* expression (Supplementary. Table 1) despite significant reductions shown by IB or qPCR (Fig. 1i and Supplementary Fig. 1h). 

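Ltb4r2 had a mean of 0.308 in Scd2f/f TAL and 0.58 in Scd2f/f;CC TAL in the authors' deposited table, a ratio of 1.89 (p = 0.148, FDR = 1). The log2 ratio was 0.91 with an approximate standard error of 0.59. Of the genes of the authors' deposited table, 18.5% had a lower mean over both groups than Ltb4r2. No change of Ltb4r2 was detectable at this precision. Ltb4r1 was not analysed here.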

A population of CYP1B1-expressing aHSC in TME is relatively small (Fig. 3e and Supplementary Fig. 3j, k) but likely upregulates LTB4R2 in adjacent tumor cells via paracrine positive-forward regulation of the receptor that we disclosed. Thus, only those HCC cells surrounded by CYP1B1^+^ aHSC, may express LTB4R2 (Fig. 4d) - the unique focal and spatial nature of the CYPB1-LTB4R2 pathway. Despite this negative result, our three different translational approaches including patient HCC qPCR and IHC analyses as well as the patient HCC organoid study, consistently supported the relevance and functionality of the LTB4R2 pathway.

Remarkably, conditional SCD deficiency selectively achieved in aHSCs, repressed YAP1 in multiple cell types, suggesting the 12-HHTrE-LTB4R2 pathway has a broader impact on TME. In this regard, the conditional *Scd2* knockout might have indirectly impacted oxylipin generation by other cell types such as TAM or TEC shown to express *CYP1B1* or/and *TBXAS1* per the human HCC scRNA-seq data. As these cells promote tumor cell growth, migration, and metastasis^35,36^, 12-HHTrE released by aHSC may serve as an upstream event. Lipid metabolic reprogramming is an essential metabolic adaptation for cancer cell survival and growth^37^ and activation of HSCs^38,39^ characterized by the loss of vitamin A and lipid storage^40^. Tumor-promoting PUFA metabolism may include the ability of PGE2 released by tumor cells to render immunosuppressive effects via myeloid suppressor cell activation^41^ and to stimulate neovascularization^42^. The 12-HHTrE-LTB4R2 pathway revealed by our study is a mode of SCD-dependent PUFA reprogramming in aHSC which has tumor-promoting paracrine effects likely involving similar reprogramming in tumor cells and other TME cell types. A recent study utilizing scRNA-seq and genetic manipulations, revealed HSC subpopulations with HCC protective vs. promoting function and a shift in the subpopulations associated with increased HCC risk^43^. It also highlighted the importance of HSC-mediated tumor promotion occurring in non-tumor, tumor-adjacent liver tissues as our research described. The *Cyp1b1*^*+*^ subpopulation we identified may participate in this HCC-promoting shift.

## Methods

### Ethical approval

This study was conducted according to the National Institute of Health guidelines and all animal experimentations and procedures were approved by the Institutional Animal Care and Use Committee of the University of Southern California (# 20426). Male mice were used for the present study as the male sex is predisposed to HCC development^44^. Patient or normal liver tissues were obtained from existing biorepositories under the approved IRB protocols of the University of Southern California (HS-16-00392), Kansas University Medical Center (11378), Johns Hopkins University (00107893), McGill University (11-066 SDR), and Mt Saini School of Medicine (20-04150). Informed consent was obtained under each protocol for original deposition of specimens and their distribution for biomedical research. No additional consent was required for our use of qPCR, immunohistochemical, and organoid analyses. All animals are housed as per approved housing conditions by Institutional Animal Care and Use Committee of the University of Southern California, including humidity range from 30 to 70%, temperature range from 20 °C to 26 °C and day/light cycle on time 6 a.m. off time 6 pm.

### Animal experiments

The conditional knockout male mice carrying ablated *Scd2* in *Col1a1*-expressing activated HSCs (aHSC) on C57BL/6J background were generated by paired breeding over at least 7–8 generations of mice in which third exon of *Scd2* was flanked by *loxP* site (*Scd2*^*f/f*^) with mice expressing the *Cre* recombinase transgene under the promoter of *Col1a1* (CC) as previously described^6^. The resultant male *Scd2*^*f/f*^*;CC* mice and wild type *Scd2*^*f/f*^ mice were injected with DEN (10 mg/kg) at the age of 2 weeks and fed for 5 months starting 6 weeks old with liquid Western alcohol diet (WAD: Dyets, Inc. #710362) containing lard (23.2 g/L), cholesterol (2.32 g/L), and ethanol (3.5%v/v). Tumor and TAL tissues were collected for lipidomic, RNA-sequencing, quantitative polymerase chain reaction (qPCR), immunofluorescence microscopy (IF), and immunoblotting (IB) analyses. Adeno-associated virus serotype 8 (AAV8) expressing shRNA against *LTB4R2* or scrambled shRNA were injected at 5 × 10^11^ GC per mouse via tail vain of C57/B6 male mice under DEN-WAD regimen one month prior to sacrifice. Tumor number and dimension were measured using a caliper and tumor volume was estimated using the formula of tumor volume (mm^3^) = (*D* × *d*^2^) ½, where *D* is longest diameter and d is the shortest diameter. TAL and tumor tissues were removed, snap-frozen and stored at −80 °C for further RNA and protein analysis. As per approved tumor size/burden permitted by Institutional Animal Care and Use Committee of the University of Southern California, if the combined volume of all tumors exceeds 2000 mm^3^ or any single tumor meets the above criteria, mouse will be considered as end point of study. If a mouse also appears in distress, regardless of the size of the tumor or the weight of the animal and its ability to eat and drink is affected or impaired and weight loss exceeding 20% of the body weight then consider that as endpoint of the study.

### Cell isolation and culture experiments

For isolation of *Col1a1*-expressing liver mesenchymal cells, *Rosa26mTmG* reporter mice (*Gt (ROSA)26Sortm4(ACTB-tdTomato, EGFP) Luo*) carrying *Col1a1-Cre* (*mTmG;CC*) on C57BL/6J background were generated by successive paired breeding and males were subjected to the DEN-WAD regimen, livers were perfused with pronase and collagenase and GFP+ *Col1a1*-expressing cells were collected via FACS^6,29^. The cells were sorted on ARIA IIu (Becton Dickinson) with solid state laser excited at 488 nm and measured with 510/20BP emission mirrors for GFP and excited at 355 nm and measured with 450/50BP mirrors for vitamin A and data were analyzed by FlowJo 10.8.1 version. The vitamin A gating was set with freshly mouse primary HSCs as the positive control and the rat myofibroblast cell line BSC as the negative control. Col1a1-GFP gating was set with freshly isolated normal C57BL/6 mouse HSCs as the negative control and fully culture-activated HSCs from Col1a1-GFP mice as the positive control. Examples of these gating strategies are described in Supplementary Information. Human HCC cell line Huh7 cells (cat# 01042712, Sigma-Aldrich) were treated with the LTB4R2 antagonist LY255283 (10 µM, cat#70715, Cayman Chemical Company), 12-HHTrE (50-100 nM, cat#34590, Cayman Chemical Company) or vehicle (ethanol or DMSO) in serum-free DMEM media for 24-48 hr for cell growth, mRNA and protein expression, and TEAD promoter-reporter analyses. The cells were also infected with adenovirus expressing *LTB4R2 shRNA* (PFU/ml = 8.6 × 10^10^) vs. scrambled shRNA (PFU/ml= 1.1 × 10^11^) (Vector Biolabs, Malvern, PA) at MOI = 15 in DMED growth media containing 10% FBS. The cells were then washed with 1X PBS after overnight, incubated in serum-free media for 48 hr, washed, harvested, and centrifuged at 4000 × *g* for 10 min at 4 °C to snap freeze the cell pellets for subsequent protein and mRNA analysis. To study crosstalk of aHSC-HCC, Huh7 cells (cat# 01042712, Millipore Sigma) were treated with CM collected from the human aHSC LX2 cells (cat# SCC064, Fisher Scientific) infected with an adenovirus expressing SCD-shRNA vs. SCR-sh-RNA (Vector Biolabs) or subjected to lentiviral vector-based CRISPR/Cas9 expression to ablate *CYP1B1* by testing two gRNA sequences (GeneScript, cat number# SC1805, 1678).

### Lipidomic analysis

Targeted lipidomic analysis was performed by Lipidomic Core of University of California at San Diego, on snap-frozen mouse liver samples and conditioned media collected from LX2 cells with SCD-shRNA vs. SCR-sh-RNA expression and conditioned media from mouse primary HSCs treated with the SCD inhibitor vs. vehicle. Briefly, tissue samples were homogenized, sonicated for 6 s, and resuspended in 1.0 ml of 10% methanol:water (v/v). Samples were spiked with 50 μL of a 50 pg/μL (2.5 ng total) deuterated internal standard solution. Lipid metabolites were extracted using strata-x 33 u polymerized solid reverse phase extraction columns. Briefly, columns were washed with 3.5 ml of 100% methanol, followed by 3.5 ml of water. Samples were then washed with 3.5 ml of 10% methanol to remove any non-specific binding metabolites. The eicosanoids were then eluted with 1 ml of 100% methanol, and the eluent was dried under vacuum, dissolved in 50 μl of buffer A consisting of water-acetonitrile-acetic acid, 60:40:0.02 (v/v/v), and immediately analyzed and quantified by LC/MS/MS. Eicosanoids were separated by reverse-phase chromatography and measured using electrospray ionization in negative ion mode and multiple reaction monitoring. Eicosanoids were identified by matching their MRM signal and chromatographic retention time with those of pure identical standards.

### Total RNA and scRNA sequencing

Total RNA was isolated from NTL tissues of *Scd2*^*f/f*^*;CC* vs. *Scd2*^*f/f*^ mice which underwent the DEN + WAD regimen, using PicoPure RNA isolation kit (Thermo Fisher Scientific) and RNA integrity was verified by Experion analysis (Bio-Rad Laboratories). PolyA RNA was collected by using Illumina Truseq V2 polyA beads and sequencing was performed on a NextSeq 500 with V2 chemistry at the Molecular and Genomic Core of the USC Norris Cancer Center and sequencing data were analyzed by the Partek Flow software (Partek Inc). Gencode M3 was used to quantify the aligned reads to genes using Partek E/M method. The gene level aligned read counts were normalized for all sample using Upper Quartile normalization before subjected to differential expression analysis using Partek Gene Specific Analysis method. For scRNA-seq, the library was prepared immediately after cell sorting with the target cell number of 10,000 and validated on the Agilent TapeStation (Agilent Technologies) and quantified by using Qubit 2.0 Fluorometer (Invitrogen) and qPCR (KAPA Biosystems). The samples were sequenced using a 2 × 150 Paired End configuration on the Illumina HiSeq, and raw sequencing data were converted to fastq files and de-multiplexed using the 10x Genomics’ Cell Ranger software version 3.1.0. Subsequently, UMI and cell barcode de-convolution and mapping to the mm10 reference genome were performed with the software to generate the final digital gene expression matrices and cloupe files using the Cell Ranger count command with default parameters. The cells which passed the quality assessment by a barcode rank graph, were subjected to sequencing and the data analysis was performed with 10X Genomics’ Loupe Browser software.

### TEAD promoter-luciferase assay

Huh7 cells were transfected at 70% confluency in DMEM growth media containing 5% FBS with 8xGTIIC-Tead4-luciferase (Addgene), a 624b *YAP1* enhancer-luciferase construct with or without the mutations in the first intronic TCF site^7^, and renilla-luciferase plasmids (Addgene) using Biolab transfection reagent. After overnight, the cells were treated with 12(S)-HHTrE (50 nM, cat#34590),12-HETE (100 nM, cat#34570), Ozagrel (1 µM, cat#70515), LY255283 (10 µM, cat#70715) obtained from Cayman Chemical Company and the YAP-TEAD binding inhibitor Super-TDU (1-31) TFA (300 nM, MedChemexpress, cat#HY-P1728A) with respective vehicle controls in serum-free medium for 24 h. Protein concentrations were determined in cell lysates and equal amounts of proteins were analyzed for firefly and renilla luciferase activities using Dual-Glo Luciferase Assay Kit (Promega).

### Chromatin immunoprecipitation

Enrichment of CTNNB1 at the proximal promoter region (YAP-Y2) and the first intronic enhancer region (YAP-Y3) of YAP1 gene were analyzed by ChIP-qPCR analysis as previously described^7^. Briefly, Huh7 cells (8 × 10^6^ cells) were incubated overnight with 12-HHTrE vs. ethanol vehicle and fixed in formaldehyde (37%) for 10 min. Cross-linked chromatins were subjected to enzymatic digestion using ChIP-IT Express kit (Active motif, cat#53009) and analyzed on 1% agarose gel for fragment sizes of 700–200 bp. 3 μg of anti-$$\,\beta$$ catenin (BD Transduction, 610154) and anti-RNAPII (Covance, 8WG16/MMS-12-6R) were added to 8 µg of chromatin for immunoprecipitation. The primers used for real-time PCR for YAP1-Y2 and YAP-Y3 regions were:

YAP-Y2-FW: 5′CAGAGGAAGGAAGAGCCGAGAGG3′

YAP-Y2-REV: 5′CGCCCGACTGAGACAGAAACT-3′

YAP-Y3-FW: 5′-GCGTGTTGGTTTCCCAGTTGTAGA-3′

YAP-Y3-REV: 5′-GCGCAACGTACAGATGTGGCTAAT-3′

### Cloning human *LRB4R2* promoter/intron deletion-luciferase constructs

UCSC Genome Browser was used to examine the distribution of potential regulatory elements within a human LTB4R2 proximal promoter/first intron region spanning from −1517 bp and extending upstream to +258 bp or +344 bp relative to TSS. To generate deletion-reporter constructs, the following different segments of the promoter with a desired restriction sequence was cloned in pGL3-Luciferase vector by PCR amplification of genomic DNA and ligation of amplicon: −224/+258, 492/+258, −1117/+258, −224/+344, −492/+344, −1117/+344, −1517/+344. Forward and reverse PCR primers used are as follows:

hLTB4R2-F-492-KpnI: CGG GGTACC GAACCTAGCACCATGCCTTAC

hLTB4R2-F-492-MluI: GAATTC ACGCGT GAACCTAGCACCATGCCTTAC

hLTB4R2-F-1117-KpnI: CGG GGTACC GGTAGAACAACTCTCTCTCAC

hLTB4R2-F-1117-MluI: GAATTC ACGCGT GGTAGAACAACTCTCTCTCAC

hLTB4R2-F-1517-KpnI: CGG GGTACC GACGTGACAGAGATGTGAATG

hLTB4R2-F-1517-Mlul: GAATTC ACGCGT GACGTGACAGAGATGTGAATG

hLTB4R2-F-224-Kpnl: CGG GGTACC GATGAGAACAGAAGCAGGAC

hLTB4R2-F-224-MluI: GAATTC ACGCGT GATGAGAACAGAAGCAGGAC

hLTB4R2-R + 74-HindIII: CTAG AAGCTT GGAGAAGCTGAAACCTTCCGC

hLTB4R2-R + 258-HindIII: CTAG AAGCTT GTGGTAAACAGGCATAAAGTC

hLTB4R2-R + 344-HindIII: CTAG AAGCTT CTCAAACACAACTCCTTCTTG

Resultant plasmids were amplified and used for transient transfection to determine the promoter activity in response to 12-HHTrE vs. EtOH in Huh7 cells using Dual-luciferase assay system as described above.

### RT-qPCR and immunoblot analysis

Total RNA was extracted from liver tissue or cells by the Quick-RNA MiniPrep (Zymo Research, Irvine, CA) and reverse-transcribed using high-capacity cDNA Reverse Transcription Kit (Thermo Fisher Scientific, Waltham, MA, USA). Real-time PCR was performed by amplifying cDNA for 40 cycles using primers shown in Supplementary Table 2 and the SYBER Green PCR master mix (Applied Biosystems, Foster City, CA) on an. Each threshold cycle (Ct) value of samples was normalized to the Ct value of the housekeeping genes (36B4) and subsequently to their control samples. For immunoblotting, total liver proteins were extracted with the RIPA buffer (Santa Cruz Biotechnology), or nuclear, cytoplasmic, and membrane proteins were extracted from Huh7 cells and liver tissues using NE-PER^TM^ extraction reagent (Thermo Fisher Scientific). 10 µg of proteins were mixed with a 6X SDS sample buffer, resolved on 8–10% SDS-polyacrylamide gel electrophoresis, transferred onto nitrocellulose membrane, and immunoblotted. The dilutions and sources of primary antibodies were listed in Supplementary Table 1. Raw images of all immunoblots are provided in Source Data file.

### Immunofluorescence microscopy and immunohistochemistry

IF staining was performed in mouse liver sections with 4% paraformaldehyde following antigen retrieval with citric acid buffer (pH 6.0) for 10 min at 98 °C. After blocking the endogenous peroxidase activity and non-specific protein binding sites, the sections were incubated with primary antibodies for rabbit-YAP (1:500) from Abcam, and YAP expressing cells were co-stained with mouse-α-SMA (1:500) from Sigma-Aldrich, goat-HNF4α (1:500) from Santa Cruz Biotechnology, mouse-SOX9 (1:1000) from Merck, followed by incubation with the fluorescent secondary antibody (Supplementary Table 1). Stained slides were examined under a fluorescence microscope (BZ9000; Keyence Corp., Osaka, Japan). Nuclei were stained using DAPI (4′6-diamidino-2-phenylindole; Sigma-Aldrich). Total numbers of stained cells were counted, and the values per unit of area were calculated using AxioVision Rel 4.9.1. For confocal 3D imaging, samples were treated with SeeDB44 overnight after staining. Images were acquired under a confocal microscope (FV-1000 or FV3000; Olympus) with a 30× silicone immersion lens (UPLSAPO30XS; Olympus). 3D images were reconstructed with IMARIS software (Bitplane, Zurich, Switzerland). Huh7 cells grown on coverslip were fixed for 30 min in 4% paraformaldehyde solution, washed, and permeabilized with 0.2% triton100-X in 1X PBS for 15 min at room temperature. The cells were then incubated with blocking buffer containing 5% FBS, 0.2% triton100-X in 1X PBS for 120 min at room temperature followed by overnight incubation with primary antibody of rabbit-YAP (1:100). Slides were washed in 1X PBS with 0.1% Tween-20 for three times and incubated with goat anti-rabbit-Alexa Fluor 594 secondary antibody (1:100) from Jackson ImmunoResearch Laboratory) in 1% BSA with 0.1% Tween-20 for 60 min at room temperature. Nuclei were stained with DAPI. Slides were visualized under Nikon microscope. Intensity of YAP+ cells was calculated using NIS-Element Viewer Software. Paraffin-embedded untreated resected HCC patient samples were sectioned with 4 μm-thickness and adhered to charged glass slides (Superfrost Plus; Fisher Scientific, Waltham, MA, USA). Sections were incubated at 60 °C for 1 h prior to deparaffinization in xylene and then rehydrated in 100%, 95%, and double-distilled water, successively. Sections were heat-induced in retrieval buffer at pH 6.0, incubated with peroxidase block (Dako, Mississauga, ON, Canada) for 20 min followed by blocking (5% goat serum in 1× PBS-Tween20) for 1 h. Sections were then incubated overnight at 4 °C with primary antibodies diluted in blocking buffer. Primary antibodies used were: rabbit anti-CYP1B1 (Cytochrome P450 1B1: Boster Biological Technology, CA, PB9546; dilution 1:1000), rabbit anti-LTB4R2 (MyBioSource, Inc., CA, MBS243185; dilution 1:200). The detection system used was the EnVision+ System-HRP kit (Dako, K4007). Sections were counterstained with hematoxylin prior to dehydration and mounted with Permount (Fisher, SP-15-100). The first section of each series was stained with Hematoxylin and Eosin (H&E) for an initial histopathological assessment. Slides were scanned using the Aperio AT Turbo system (total magnification of 400×) and images were viewed using the Aperio ImageScope software program.

### Tumor organoid derivation, culture, and testing

Patient HCC organoid was prepared as previously described^45^. Briefly, liver tumors were minced and digested in sterile digestion media (PBS, 0.125 mg/mL collagenase from *clostridium histolyticum*, 0.125 mg/mL dispase II, and 0.1 mg/mL DNase I), strained through a 70 μm strainer and washed with basal media (Advanced DMEM/F-12, 1% glutamine, 1% penicillin/streptomycin, 10 mM HEPES). Cells were counted, washed, resuspended at 50,000 cells per 50 μL Matrigel (Corning), plated in 24 well plates, and cultured in murine tumor organoid media (basal media, 1:50 B27, 1 mM *N-* acetylcysteine, 10% Rspo1-conditioned media, 10 mM nicotinamide, 10 nM recombinant human [Leu^15^]-gastrin I, 50 ng/mL recombinant mouse EGF, 100 ng/mL recombinant human FGF10, and 50 ng/mL recombinant human HGF) until organoids formed. For passage, organoids were taken out of Matrigel in basal media, spun down at 300 × *g* for 5 min at 4 °C, mechanically broken by passing through a 21-gauge needle, washed in basal media, and re-plated in Matrigel. Patient-derived organoids were cultured in human tumor organoid media (basal media, 1:50 B27 no vitamin A, 1:100 N2, 1 mM *N-*acetylcysteine, 10% Rspo1-conditioned media, 10 mM nicotinamide, 10 nM recombinant human [Leu^15^]-gastrin I, 50 ng/mL recombinant human EGF, 100 ng/mL recombinant human FGF10, 25 ng/mL recombinant human HGF, 10 μM forskolin, and 5 μM A83-01) and passaged as above. For assays in organoid lines, 96 well plates were first coated with a 50:50 solution of basal media:Matrigel (35 mL/well), which polymerized for 15 min at 37 °C. Tumor organoids were taken out of Matrigel, broken, and washed. Tumor organoids were seeded at 1000 cells per well and were treated the following day with an antagonist in technical triplicate. Final DMSO concentrations were kept below 0.5%. Organoid growth was measured with an XTT cell proliferation assay. Growth data were analyzed by normalizing individual antagonist-treated well values to DMSO-treated wells. For adenovirus infection of organoids, organoids were collected in Cell Recovery Solution (Corning) and were left to rotate at 4 °C for 1 h to dissolve the Matrigel. Organoids were spun down at 300 × *g*, 4 °C, for 5 min, dissociated into single cells with TrypLE (Gibco) by rotating at room temperature for 5 min, and cells were centrifuged at 300 × *g*, 4 °C, for 5 min. Cells were resuspended in transduction media (human tumor organoid media with 10 μM Y-27632 and 3 μM CHIR99021), and a corresponding amount of virus to achieve a MOI of 15. Cell suspensions were distributed into ultra-low attachment 24-well plates (Corning), and parafilm-wrapped plates were then spun at 600 × *g* for 1 h at 32 °C. Following centrifugation, cells were incubated at 37 °C for 4–6 h. Infected cells were collected in 15 ml conical tubes, centrifuged at 300 × *g* for 5 min at 4 °C, and redistributed into new 24-well plates in Matrigel + human tumor organoid media. Organoids were harvested on days 1 and 4 to confirm *LTB4R2* knockdown efficiency by qPCR.

### TCGA-LIHC cohort analysis

To assess the association of LTB4R2 mRNA expression of HCC patient survival, we used the publicly available TCGA-LIHC cohort data set of 358 primary tumor samples with Illumina HiSeq expression data (https://urldefense.com/v3/__https://xenabrowser.net/datapages/?dataset=TCGA.LIHC.sampleMap*2FHiSeqV2&host=https*3A*2F*2Ftcga.xenahubs.net&removeHub=https*3A*2F*2Fxena.treehouse.gi.ucsc.edu*3A443__;JSUlJSUlJSU!!LIr3w8kk_Xxm!oA-Ncipbp4sTfgx-peYujkrl8itm4ocffLGo5SaKPHOXvy_X9DPwGgTYJjaOpUve_iKR1hFjbPAsp6kePxU$) via the UCSC Xena platform (https://xenabrowser.net/datapages/?cohort=TCGA%20Liver%20Cancer%20(LIHC)&removeHub=https%3A%2F%2Fxena.treehouse.gi.ucsc.edu%3A443). Patients with (92 patients) or without (263 patients) *CTBBN1* mutations were stratified based on the TCGA-LIHC mutation data (https://xenabrowser.net/datapages/?dataset=mc3%2FLIHC_mc3.txt&host=https%3A%2F%2Ftcga.xenahubs.net&removeHub=https%3A%2F%2Fxena.treehouse.gi.ucsc.edu%3A443) and examined in each group to generate the Kaplan Meier survival plots for high vs. low LTB4R2 expression patients by referring to patients’ survival data shown at https://xenabrowser.net/datapages/?dataset=survival%2FLIHC_survival.txt&host=https%3A%2F%2Ftcga.xenahubs.net&removeHub=https%3A%2F%2Fxena.treehouse.gi.ucsc.edu%3A443.

### Statistical analysis

All numerical data are expressed as the means ± SEM of replicate experiments. Statistical analysis for differences between two sets of data was analyzed by two-tailed *t-test* and for three or more different groups, by one-way ANOVA with post-hoc Tukey tests.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1-4

Reporting Summary

## Data Availability

The mouse liver RNA-seq and HSC scRNA-seq data were deposited at the Gene Expression Omnibus with the accession code GSE193980 and GSE230843. We used publicly available scRNA-seq data from the NCI’s Single-cell Atlas in Liver Cancer Data (scATlasLC: https://scatlaslc.ccr.cancer.gov/#/) and TCGA-LIHC data (https://pubmed.ncbi.nlm.nih.gov/28622513/) currently managed by the NCI’s Genomic Data Common Data Portal (http://portal.gdc.cancer.gov/) as described in Methods. Source data are provided in this paper. The remaining data are available within the Article, Supplementary Information, or Source Data file. Source data are provided in this paper.

## Source data

Source Data

# Supplementary material for: Hepatic stellate cell stearoyl co-A desaturase activates leukotriene B4 receptor 2 - β-catenin cascade to promote liver tumorigenesis
**Source:** Nat Commun. 2023 May 8;14:2651. doi: 10.1038/s41467-023-38406-8
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

File Name: Supplementary Data 1

Description: RNA-seq data of Scd2f/f;CC vs Scd2f/f tumor adjacent liver (TAL).

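Supplementary Data 1 lists 1260 transcripts of 1164 gene symbols, 584 of them higher and 676 lower in Scd2f/f;CC TAL. The highest p-value in the paper's list is 0.0499 and the smallest absolute fold change is 2.01. The paper's FDR is 1 for 1240 of the transcripts, and the lowest is 0.702. For 41 genes, the list holds transcripts in both directions. The symbols of 1248 transcripts, from 1153 genes, were found in the authors' deposited table. The gene moved in the same direction as the transcript for 947 of these (75.9%), and with a p-value under 0.05 for 341 (27.3%), in the authors' deposited table. The gene met both limits in the same direction for 274 transcripts in the authors' deposited table. Set against the mean of its gene, which was normalized separately, the median transcript held 12.4%. Among 391 transcripts with under 5% of the gene's mean, 227 genes (58.1%) moved in the same direction and 10 of them had a p-value under 0.05 in the authors' deposited table. Among 310 transcripts with at least 50%, 302 genes (97.4%) moved in the same direction and 248 of them had a p-value under 0.05 in the authors' deposited table. Conversely, 254 of the DEGs in the authors' deposited table have a transcript in Supplementary Data 1.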

File Name: Supplementary Data 2

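The genes of Supplementary Data 2 that are not listed for tumorigenesis, HSC activation or the WNT/CTNNB1 pathway were YAP/TAZ targets, NOTCH pathway genes and genes of the progenitor and ductular reaction. Of the 4 YAP/TAZ targets, Tubb2b was a DEG in the authors' deposited table, with a ratio of 0.188 (p = 0.00236), and Ccna2 had a ratio of 0.513 (p = 0.025). These YAP/TAZ targets had a median log2 ratio of -1.03. Of the 2 NOTCH pathway genes, Hes1 had a ratio of 0.389 (p = 0.00608) and Jag1 a ratio of 0.807 (p = 0.22) in the authors' deposited table. For the pair, the median log2 ratio was -0.84. Of the 7 genes of the progenitor and ductular reaction, Krt7, Krt19, Epcam and Spp1 were DEGs in the authors' deposited table, with ratios from 0.205 to 0.329. Fgfr1, Fgfr2 and Itgav had ratios of 0.937, 1.11 and 0.925 in the authors' deposited table (lowest p = 0.425). These 7 genes had a median log2 ratio of -1.61. Krt7 and Krt19 had a mean under 1, and among the other 5 genes the median was -0.11. Across all entries of Supplementary Data 2, the transcript held at least 50% of the mean of its gene, normalized separately, in 15 entries, and in 13 of these the gene was a DEG in the authors' deposited table. In 7 entries the transcript held under 5% of the mean of its gene. The 15 genes with a p-value of at least 0.05 in the authors' deposited table had ratios from 0.422 to 1.11. The paper's fold change is positive for 2 entries, one of them a transcript of Mycn (8.43), for which another transcript is listed at -6.23.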

Description: Summary of downregulated pathways of interest in Scd2f/f;CC vs. Scd2f/f TAL.

File Name: Supplementary Data 3

Description: scRNA-seq violin plot parameters (for Fig. 3c, 3f, 3g, Suppl. Fig 1b, 3h)

File Name: Supplementary Data 4

Description: PUFA metabolites lipidomic analysis raw data on Scd2f/f;CC vs. Scd2f/f (pmol/mg protein) (Fig. 1h).

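Supplementary Data 4 gives 12-HHTrE in pmol/mg protein for 6 Scd2f/f and 6 Scd2f/f;CC livers, while the legend of Fig. 1h gives 3 mouse samples per group. From the values in the supplement, 12-HHTrE was 27.9 ± 7.32 (SD, n = 6) in Scd2f/f and 16.5 ± 4.19 (SD, n = 6) in Scd2f/f;CC livers, a decrease of 41.0%. A two-sided exact permutation test of the difference in means gave p = 0.00866. The Scd2f/f livers held 30.0, 28.2, 28.2, 26.1, 16.1 and 38.9 pmol/mg protein, and the Scd2f/f;CC livers 13.9, 22.3, 20.3, 10.9, 15.9 and 15.5. In 2 of the 36 pairs of a Scd2f/f with a Scd2f/f;CC liver, the Scd2f/f liver held less. The p-value was 0.0173 in the same exact test with the 2 Scd2f/f livers that share the value 28.2 averaged and counted as 1 sample.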

# Supplementary material for: Hepatic stellate cell stearoyl co-A desaturase activates leukotriene B4 receptor 2 - β-catenin cascade to promote liver tumorigenesis
**Source:** Nat Commun. 2023 May 8;14:2651. doi: 10.1038/s41467-023-38406-8
**Supplement:** Supplementary file 5 — Reporting Summary

Last updated by author(s): 2023 March 21, 2023

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- |                                     |                                     |                                                                                                                                                                                                                                                            |
|-------------------------------------|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | FACS data were collected via FlowJo 10.8.1 version. RNA-seq data were analyzed by the Partek Flow software and Gencode M3 was used to quantify the aligned reads to genes using Partek E/M method. For scRNA-seq, raw sequencing data were converted to fastq files and de-multiplexed using the 10x Genomics' Cell Ranger software version 3.1.0.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                            |
| Data analysis   | scRNA-seq data analysis was performed with 10X Genomics' Loupe Browser software. For qPCR data analysis, Applied Biosystems ViATM 7 software, QuantStudio Software V1.3, was used. Confocal 3D images were reconstructed with IMARIS software (Bitplane, Zurich, Switzerland) while other IF images were captured by using Aperio ImageScope software. Kaplan Meier survival plots were generated by using the UCSC Xena browser and TCGA Illumina HiSeq data. Statistical analysis for differences between two sets of data was analyzed by two-tailed t-test by the Excel program and that for three or more groups by one way ANOVA with post-hoc Tukey test by using the Prism (GraphPad) or an on-line software ( <a href="https://www.socscistatistics.com/tests/anova/default2.aspx">https://www.socscistatistics.com/tests/anova/default2.aspx</a> ). |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The RNA-seq and scRNA-seq data were deposited to the Gene Expression Omnibus with the accession code of GSE193980 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE193980>) and GSE230843 ([https://urldefense.com/v3/\\_https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE230843\\_!!Llr3w8kk\\_Xxm!uA6VeDFs5BIGSTvbq90D3BgVv8FnUA7TMSbO1ggKJd8k4kml4ankhsVdb-ySYpyTMuMEoghJpHHNwshdSg\\$](https://urldefense.com/v3/_https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE230843_!!Llr3w8kk_Xxm!uA6VeDFs5BIGSTvbq90D3BgVv8FnUA7TMSbO1ggKJd8k4kml4ankhsVdb-ySYpyTMuMEoghJpHHNwshdSg$)).

## Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research](#).

### Reporting on sex and gender

We used male and female HCC tissues available from the archival repositories as summarized in Supplementary Methods.

### Population characteristics

The HCC tissues we used are from 55-81 years old males and females with the ethnicity of Hispanic and non-Hispanic White, Asian and the etiology background of viral hepatitis, alcoholic liver disease, and non-alcoholic steatohepatitis as summarized in Supplementary Methods.

### Recruitment

No recruitment effort was made as these tissues are from archival tissue repositories.

### Ethics oversight

Male patient HCC archival tissues and normal male liver tissues were obtained under the approved IRB protocols of University of Southern California (HS-16-00392), Kansas University Medical Center (11378), and Johns Hopkins University (00107893) for qPCR analysis and IHC analysis of HCC sections from male patients under the McGill University IRB (11-066 SDR). Male patient HCC organoids were established under the IRB protocol of Mt Sinai School of Medicine (20-04150).

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

### Sample size

For most in vitro or biochemical analyses, no prior sample size estimate was made. For in vivo studies, a sample size estimate was made by using the power analysis with an anticipated effect size, anticipated standard deviation,  $p=0.05$  and the power of 80%.

### Data exclusions

No data were excluded from experiments conducted and concluded with no procedural or technical flaws.

### Replication

For culture studies and the sufficient number of each experiment was repeated to make sure the reproducibility and statistical conclusion of the effect. For mouse studies, the sufficient number of mice were used for analysis.

### Randomization

Randomization of mice was performed for selection for different treat groups among males generated from the same litters. For testing two genotypes, mice born in the same litters were also used to maximally control other genetic variants.

### Blinding

We analyzed samples as blindly as possible by assigning the serial sample numbers without the treatment/grouping information.

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Clinical data               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

## Methods

|                                     |                                                    |
|-------------------------------------|----------------------------------------------------|
| n/a                                 | Involved in the study                              |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

|                 |                                                                                                                                                                                                                                       |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | Antibodies used are described in Suppl Table 2 including the source, catalog number, and dilutions used.                                                                                                                              |
| Validation      | In addition to assessing the validation provided by the vendors for each antibody, we pre-screened the quality of antibodies by performing immunoblotting and immunostaining with positive and negative control samples we generated. |

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

|                                                                      |                                                                                                   |
|----------------------------------------------------------------------|---------------------------------------------------------------------------------------------------|
| Cell line source(s)                                                  | Huh7 cells from Millipore Sigma (cat#01042712) and LX2 cells from Fisher Scientific (cat# SCC064) |
| Authentication                                                       | Huh7 cells were authenticated by STR analysis but LX2 cells were not.                             |
| Mycoplasma contamination                                             | Tested negative as required by the university biosafety guidelines.                               |
| Commonly misidentified lines<br>(See <a href="#">ICLAC</a> register) | No commonly misidentified lines used.                                                             |

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                                                                                                                                                                                                                                                                            |
|-------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | Mouse: C57Bl/6j, Scd2f/f, Scd2f/f;Col1a1Cre; mTmG;Col1a1Cre on C57Bl/6i background. All 8 wk-32 wk old and housed as per approved housing conditions by Institutional Animal Care and Use Committee of the University of Southern California, including humidity range from 30 to 70%, temperature range from 20oC to 26oC and day/light cycle on time 6 am off time 6 pm. |
| Wild animals            | No wild animals used.                                                                                                                                                                                                                                                                                                                                                      |
| Reporting on sex        | We only used males as this sex has higher propensity to develop HCC and has previously used by us for Scd2f/f vs. Scd2f/f;Col1a1Cre mice for the liver cancer model.                                                                                                                                                                                                       |
| Field-collected samples | No field-collected samples were used.                                                                                                                                                                                                                                                                                                                                      |
| Ethics oversight        | This study was conducted according to the National Institute of Health guidelines and all animal experimentations and procedures were approved by the Institutional Animal Care and Use Committee of the University of Southern California (# 20426).                                                                                                                      |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Clinical data

Policy information about [clinical studies](#)

All manuscripts should comply with the ICMJE [guidelines for publication of clinical research](#) and a completed [CONSORT checklist](#) must be included with all submissions.

|                             |                                                                                                                   |
|-----------------------------|-------------------------------------------------------------------------------------------------------------------|
| Clinical trial registration | No clinical trial                                                                                                 |
| Study protocol              | Note where the full trial protocol can be accessed OR if not available, explain why.                              |
| Data collection             | Describe the settings and locales of data collection, noting the time periods of recruitment and data collection. |
| Outcomes                    | Describe how you pre-defined primary and secondary outcome measures and how you assessed these measures.          |

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

|                                                                                                                                                           |                                                                                                                                                              |
|-----------------------------------------------------------------------------------------------------------------------------------------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample preparation                                                                                                                                        | Liver cell isolation followed by gradient centrifugation for FACS separation                                                                                 |
| Instrument                                                                                                                                                | Sorted on ARIA IIu (Beckton Dickson)                                                                                                                         |
| Software                                                                                                                                                  | FlowJo version 10.8.1 was used.                                                                                                                              |
| Cell population abundance                                                                                                                                 | Cell number in different FACS fractions ranging from 1,000 to 15,000.                                                                                        |
| Gating strategy                                                                                                                                           | Solid state laser excited at 488nm and measured with 510/20BP emission mirrors for GFP and excited at 355nm and measured with 450/50BP mirrors for vitamin A |
| <input checked="" type="checkbox"/> Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information. |                                                                                                                                                              |

How the deposited data were processed for this re-analysis (not part of the article)

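Polyadenylated RNA was prepared with Illumina TruSeq V2 beads and sequenced on a NextSeq instrument by the authors, from TAL of 3 Scd2f/f;CC and 3 Scd2f/f mice after DEN and WAD and from liver of 3 untreated Scd2f/f mice. The authors quantified reads with the Partek E/M method on Gencode M3, normalized gene-level read counts to the upper quartile over all samples and ran Partek Gene Specific Analysis. The paper's text does not name the aligner, the genome build or a minimum of expression. The file analysed is a deposited table of the authors' comparisons with 16755 genes and 18 columns. For each of 2 comparisons, it gives the authors' p-value, their FDR, their ratio of group means, their signed fold change, which is a score derived from that ratio, and the signal of each group, a least-squares mean of normalized counts with 3 significant digits. The ratios in the deposited table matched the quotients of its means to rounding, and its FDR matched a Benjamini-Hochberg adjustment of its p-values to rounding. The table holds 16753 gene symbols. Of its genes, 16171 were matched by symbol to GENCODE M21 on GRCm38, and 99.975% of these overlapped the gene of that name, so coordinates are given as matching GRCm38. Names that a spreadsheet had turned into dates were found for 20 genes and left as they are.

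The depth of each sample is unknown, so no interval that rests on counts is given. Values of single samples were not analysed here, so no test across samples was run and no other split of the samples was tried. The p-values printed for genes are the authors'. A gene was counted as a DEG at an authors' p-value under 0.05 and a fold change of at least 2 in either direction. The p-values were also adjusted by the Benjamini-Hochberg method over all genes and, for lists, over the list alone. A standard error was approximated for each gene by dividing the log2 ratio by the quantile of a t distribution that gives the authors' p-value, with 13 degrees of freedom for every gene. The errors of both comparisons then differed with an interquartile range of 0.12 on the log2 scale over 1620 genes. The authors' method can fit another model to each gene, so these errors are approximate.

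Gene lists were fixed before the data were examined: the 6 pathways of Supplementary Data 2, WNT/CTNNB1 targets, YAP/TAZ targets, HSC activation, proliferation, 12-HHTrE biosynthesis, the interferon response, and markers of hepatocytes, HSC and portal fibroblasts, cholangiocytes, endothelial cells, macrophages and T and B cells. A list of 21 genes of sterol synthesis and uptake was added after Msmo1, Idi1 and Cyp51 had been seen and leaves these out. For each list, the median log2 ratio was set beside the medians of 10000 random lists of the same size drawn from genes of similar mean, in 20 strata. The percentile among these lists is a description, since genes of a list are not independent. The genes named are Scd2, the genes that the paper names for mRNA in TAL, the genes of Supplementary Data 2, and in each comparison the 5 genes with the smallest p-values in each direction among those with a mean of at least 1. Genes of chromosome 4 and other genes named beside a count were chosen after their values were seen. An item of the analysis is not reported here.

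The count of genes that changed with DEN and WAD and changed back in Scd2f/f;CC TAL had been planned for values of single samples. It was instead set beside 200 simulations that drew group means with the approximate standard errors, so that both comparisons shared the simulated Scd2f/f TAL. A search for runs of neighbouring genes took the median log2 ratio of every 10 neighbours among 11841 genes with a mean of at least 1, and compared the lowest with 10000 shuffles of the ratios over positions, and with 10000 that exchanged ratios only within groups of similar mean and similar ratio of Scd2f/f TAL to control liver (10 strata of each). Values of 12-HHTrE from Supplementary Data 4 were compared by an exact permutation test. The steps were tested on simulated data. The Benjamini-Hochberg step recovered 197 of 200 changed genes and called 12 of 16555 unchanged ones. All 20 shifted lists fell below the middle 95% of random lists, and 18 of 20 unshifted lists fell within it. The search located 18 of 20 planted runs within 2 genes and all 20 within 5 genes. The approximate standard error came within 1% of the true one for all 16572 genes tested, in data drawn from the same model. The same degrees of freedom were used to draw and to recover the errors, so this outcome was fixed in advance. It checks the arithmetic and not the accuracy of the errors in the deposited data.

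The alternatives tried were other limits on the p-value and fold change, filters on the mean, protein-coding genes alone, sums per gene symbol, pseudocounts of 0.1 and 1, and centring on the median of genes with a mean of at least 1. The software was Python 3.11.15 with NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3, statsmodels 0.14.6 and Matplotlib 3.10.9.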

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

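The stretch of chromosome 4 was found by looking at the ratios, and its ends and the restriction to protein-coding genes were chosen after the values were seen, as were the tests of chromosome 4 and the test of the normalization for sterol synthesis genes. The other tests of sterol synthesis genes were chosen before their results were seen, but after Msmo1, Idi1 and Cyp51 had been seen.

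A change on chromosome 4 that the paper does not discuss appeared between Scd2f/f;CC and Scd2f/f TAL. From Unc13b to Gne (43058953 to 44084178, in coordinates that match GRCm38), all 15 protein-coding genes with a mean of at least 1 were lower in Scd2f/f;CC TAL in the authors' deposited table, with ratios from 0.305 to 0.688 and a median of 0.490. Including the 2 genes of other types, Rmrp with a ratio of 1.26 and Gm12481 with 1.04 in the authors' deposited table, the median was 0.492. A p-value under 0.01 was given for 11 of these 17 genes in the authors' deposited table, where 0.238 would be expected from the rate over genes with a mean of at least 1. The pooled ratio of the protein-coding genes was 0.475 (95% confidence interval 0.437 to 0.516, computed as if genes were independent), and 0.506 with all 17. The 10 genes to the left had a median log2 ratio of -0.07 and 10 genes farther to the right 0.15. Between Scd2f/f TAL and control liver, the protein-coding genes of the stretch had a median log2 ratio of 0.015. The stretch holds Clta, Tln1 and Gne, 10 of the 466 DEGs of the authors' deposited table, and 13 transcripts of the paper's Supplementary Data 1, all lower. Scd2 lies on chromosome 19 and Col1a1 on chromosome 11.

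A chance run of neighbours was tested by shuffling the ratios over gene positions. The lowest run of 10 genes, from Stoml2 to Tln1, had a median log2 ratio of -1.03. Of 10000 shuffles, 0 gave one as low (permutation p = 0.0001, the smallest that these shuffles can give). This run overlaps the stretch only in part. It takes in Stoml2 (ratio 0.951) and Fam214b (ratio 0.976), which lie outside the stretch, and ends before Clta and Gne. The shuffles ignore that neighbours of 1 gene family can move together. The lowest run elsewhere in this comparison, from Msantd4 to Mmp27 on chromosome 9, had a median of -0.67. The highest run, from Snx30 to Mup-ps6 on chromosome 4, had a median of 0.95, with 0 of its 10 genes under a p-value of 0.05 in the authors' deposited table. Between Scd2f/f TAL and control liver, a run of Gm and Zfp genes on chromosome 2 had a median of -1.08 and a run from Foxj2 to Clstn3 on chromosome 6 had one of 1.90. A change in cell composition that lowers genes by their mean and their response to DEN and WAD would not depend on position. When ratios were exchanged only between genes similar in both, 9 of 10000 shuffles gave a run of 10 genes as low. A composition change that these 2 measures do not track was not tested. Values near the lowest of the table would leave the well expressed genes near no change, but the 9 genes with a mean of at least 10 had a median log2 ratio of -0.88. Reads shared between paralogs were not tested.

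A candidate explanation is that 1 of the 2 copies of this stretch is missing or silent in the Scd2f/f;CC mice. The 5 protein-coding genes of the stretch with a mean under 1, which were not used to find it although counts over the whole stretch that include them had been seen, were all lower in the authors' deposited table, with a median log2 ratio of -0.87, at the 1.77 percentile of lists matched on mean. A strain or donor variant against the reference would lower each gene to its own degree. The ratios of the 15 genes differed by no more than their approximate standard errors (Cochran's Q 12.9, p = 0.531 from the chi-square distribution with 14 degrees of freedom), but a haplotype that lowers many genes alike cannot be told apart from a missing copy, because no sequence of these mice was analysed here. That test leaves out Rmrp and Gm12481, by a restriction chosen after the values were seen. Rmrp had a log2 ratio of 0.33 with an approximate standard error of 0.23, where the pooled log2 ratio of the 15 genes was -1.07. It counts against an equal fall of every gene in the stretch. Gm12481, with an approximate standard error of 23.9, does not bear on this. Whether the change lies in the Scd2f/f;CC or the Scd2f/f mice is addressed only by the small difference between Scd2f/f TAL and control liver. The position of the Cre transgene was not tested.

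The comparison of Scd2f/f TAL with untreated Scd2f/f liver, which the paper's text does not report for RNA-seq, gave 1145 genes with a Benjamini-Hochberg adjusted p-value under 0.05 in the authors' deposited table, 920 of them higher and 225 lower in TAL. By the limits used for DEGs, 1288 genes were higher and 434 lower in TAL in the authors' deposited table. With a mean of at least 10, the numbers in the authors' deposited table were closer, 139 higher and 116 lower. The higher genes with the smallest p-values in the authors' deposited table were C1qa, Itgb2, Ctss, Nckap1l and C1qb, with ratios from 4.08 to 5.98. Msmo1, Idi1, Cyp51, Sqle and Fdps had the smallest p-values of the lower genes in the authors' deposited table, with ratios from 0.0179 to 0.0757, and all encode enzymes of sterol synthesis. In the list of 21 genes of sterol synthesis and uptake, which contains Sqle and Fdps but leaves out the first 3, all were lower in TAL in the authors' deposited table, 18 of them with a p-value under 0.05. Their median log2 ratio was -2.33. The same list had a median of -0.11 between Scd2f/f;CC and Scd2f/f TAL, at the 1.27 percentile of random lists.

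The authors' normalization to the upper quartile applies one factor to all genes of a sample and so moves random lists as much as this one, but the median of the list lay at -2.35 relative to that of random lists drawn from genes of similar mean, whose middle 95% ran from -0.17 to 0.22. A smaller share of hepatocytes in TAL would lower hepatocyte markers as far, but the 15 markers had a median log2 ratio of -0.33. Dietary cholesterol, which WAD contains, is a candidate explanation that stays open. The median of the list was below all 10000 random lists (percentile 0), but any other cause of the fall would give the same. WAD also brings lard and ethanol and the mice had received DEN, so dietary cholesterol cannot be told apart from these.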

How the results depend on the processing

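The alternatives were set before the data were examined, except those for the genes that changed back, for chromosome 4 and for single named genes, which were chosen after seeing the data. No paired analysis was possible because the replicate numbers do not pair the mice and values of single mice were not analysed here. For the same reason, leaving out each replicate, a replicate block, all 9 samples in one fit, pseudocounts of 1 and 0.01 on values of single samples, DESeq2 size factors and a fit with no filter in place of filterByExpr were not run. The unknown depth leaves open how many reads lie behind genes with a mean under 1.

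Over all alternatives, 269 values moved by less than their approximate spread or, for counts, stayed within 1.5 times the count first reported, 54 moved by more, and 0 changed direction. Part of this was fixed in advance. A pseudocount cannot reverse the ratio of a single gene, and centring moved each log2 ratio by only 0.0041. Sums over a gene's rows and, for lists, the highest row per symbol left the values unchanged. The counts are therefore little evidence of robustness. The count of DEGs between Scd2f/f;CC and Scd2f/f TAL in the authors' deposited table was 180 with a mean of at least 1 and 27 with a mean of at least 10, 756 at a 1.5-fold and 172 at a 3-fold limit, 189 at a p-value under 0.01, 2 with the adjusted p-value, and 987 when sums per symbol were counted by fold change alone. Each of these follows from the construction of the limit or the filter. Lower genes made up 75.3% of the DEGs in the authors' deposited table, 88.9% of those with a mean of at least 10 and 91.0% of the 346 protein-coding ones, and the lowest share was 69.1%, among the 987. Between Scd2f/f TAL and control liver, the count in the authors' deposited table was 982 and 255 under the filters, 2754 and 853 under the limits on fold change, and 899 with the adjusted p-value and the 2-fold limit. Genes that changed back in the authors' deposited table numbered 98 with a mean of at least 1 and 76 at a p-value under 0.01, against 213, again by construction.

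A pseudocount of 1 changed the log2 ratio of Cyp1b1 to -0.92, of Ptgs2 to -0.37 and of Cyp1a1 to -0.27, since adding a constant to means near or under 1 brings their ratio toward 1. It changed the medians of the pathways of Supplementary Data 2 to -0.35 for tumorigenesis, -1.01 for HSC activation, -0.42 for YAP/TAZ targets and -0.40 for the progenitor and ductular reaction. With the same pseudocount, the medians of the other lists were -0.21 for YAP/TAZ targets, -0.80 for HSC activation, -0.20 for proliferation, -0.48 for HSC and portal fibroblasts, -0.48 for cholangiocytes and -0.11 for T and B cells. With a pseudocount of 0.1, the cholangiocyte median was -1.49. Among genes with a mean of at least 1, the medians were -0.29 for tumorigenesis, -0.65 for the WNT/CTNNB1 pathway and -0.11 for the progenitor and ductular reaction of Supplementary Data 2, -0.23 for YAP/TAZ targets, -0.97 for HSC activation, -0.31 for proliferation and -1.06 for cholangiocytes. These follow from which genes were left in each list. Of the single named genes, 19 values moved, each with a pseudocount and each toward 0. The medians of chromosome 4 ran from -1.02 to -0.91 under its alternatives.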

Differences from the paper's values

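The paper's p-value for Cyp1b1 is 5.15E-3, and the value of the gene in the authors' deposited table was 0.000941. The paper's p-value is that of the transcript ENSMUST00000024894.1 in Supplementary Data 1 (p = 0.00515). The alternatives change the ratio and not the p-value, so none of those set before the data were examined bears on this difference. The paper's Supplementary Data 1 holds 1260 transcripts that meet both limits, and the authors' deposited table 466 genes. Of the alternatives set before the data were examined, the count of sums per gene symbol by fold change alone, 987, came within 1.5 times the paper's number. The others did not, at 180 and 27 under the filters, 756 and 172 under other fold limits, 189 at a p-value under 0.01, 2 with the adjusted p-value, 346 protein-coding genes and 466 with the highest row per symbol.

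For the genes of Supplementary Data 2, the paper's fold change is that of 1 transcript and the value in the authors' deposited table that of the gene. For Mycn, the paper gives -6.23 and 8.43 for different transcripts, and the authors' deposited table gives 1.07. For Itga9, the paper gives -6.31 against -1.21 in the authors' deposited table, for Gne -6.46 against -2.29, for Adam8 -6.6 against -2.37, for Pip5k1c -8.94 against -1.14 and for Serbp1 -9.38 against -1.03. For Kif20a, the paper gives -9.67 against -1.81 in the authors' deposited table, for Trim28 -9.78 against -1.01, for Acot8 -9.81 against 1.06, for Nrg1 -6.54 against -4.39 and for Axin1 -3.27 against -1.07. For Mx1, the paper gives 4.9 against -1.1 in the authors' deposited table, for Mybl1 -3.65 against -2.13, for Ccna2 -3.4 against -1.95 and for Jag1 -7.21 against -1.24. For Fgfr1, the paper gives -4.11 against -1.07 in the authors' deposited table, for Fgfr2 -2.38 against 1.11 and for Itgav -2.86 against -1.08. With pseudocounts of 0.1 and 1 or centring, chosen after seeing the data for single genes, none of these gaps closed. None could, since the paper's fold changes are the larger in size. A pseudocount only brings the ratio of a gene toward 1, and centring hardly moves it. With a fold limit of 1.5, set before the data were examined, Ccna2 was also a DEG in the authors' deposited table.

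The paper states that Yap1 mRNA rose in Scd2f/f and fell in Scd2f/f;CC TAL by qPCR. In the authors' deposited table, the ratio of Yap1 was 0.782 between Scd2f/f TAL and control liver and 1.07 between Scd2f/f;CC and Scd2f/f TAL. The paper states that the WNT/CTNNB1 pathway was downregulated, and the median log2 ratio of 18 targets fixed before the data were examined was 0.12. Besides the genes of Supplementary Data 2, the paper reports lower CTNNB1, HUR and LRP6 protein by immunoblot. The mRNA of targets in whole tissue does not measure these proteins.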

Other observations

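The tests of the excess of lower genes were chosen after the result was seen, the simulations of genes that changed back were set up after the table had been seen, and the test of shared decimals was chosen before its result was seen.

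The paper reports mRNA of several genes in TAL by qPCR. In the authors' deposited table, the ratio of Scd2f/f;CC TAL to Scd2f/f TAL was 0.804 for Wwtr1 (p = 0.128), 0.581 for Ctgf (p = 0.0623), 0.892 for Cyr61 (p = 0.563), 0.72 for Birc5 (p = 0.278) and 0.777 for Ccnd1 (p = 0.308). It was 1.07 for Yap1 (p = 0.562) and 0.835 for Scd1 (p = 0.419) in the authors' deposited table. For the genes whose proteins the paper measured, it was 1.01 for Ctnnb1 (p = 0.9), 0.996 for Elavl1, which encodes HUR (p = 0.908), and 1.11 for Lrp6 (p = 0.33) in the authors' deposited table. Between Scd2f/f TAL and control liver, the ratio of Yap1 in the authors' deposited table was 0.782 (p = 0.0435), and that of Scd2 was 2.63 (p = 0.179). Of a list of 27 symbols of YAP/TAZ targets, 23 were found, with a median log2 ratio of -0.29 between Scd2f/f;CC and Scd2f/f TAL, below every random list drawn for it. In the authors' deposited table, 17 of these were lower and 3 of them had a p-value under 0.05. The median of 16 interferon response genes was -0.12, at the 5.12 percentile.

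In the comparison of Scd2f/f;CC with Scd2f/f TAL, 351 of 466 DEGs of the authors' deposited table were lower. Among the 346 protein-coding DEGs, 31 were higher and 315 lower in the authors' deposited table. DEGs of other types were mostly higher. The excess of lower genes thus holds for protein-coding genes only, and causes that depend on the type of gene were not tested. Values near the lowest of the table do not account for the excess, since among the 27 DEGs with a mean of at least 10 in the authors' deposited table 88.9% were lower, although fewer genes of such means had a p-value under 0.05 than chance would give (151 against 278). A larger share of hepatocytes in Scd2f/f;CC TAL would lower the markers of all other cell types alike. Endothelial markers (12 genes) had a median log2 ratio of -0.02, at the 29.5 percentile of random lists, and the 13 markers of HSC and portal fibroblasts had one of -0.73, below every random list. The difference of these medians, -0.72, had a permutation p-value of 0.00874 when genes were permuted between the lists, which treats genes as independent. Of the 13 markers, 5 are also HSC activation genes and 2 are in Supplementary Data 2. For the other 8, the median was -0.34 and the difference from endothelial markers -0.32 (exact permutation test, p = 0.0347). The most abundant marker of each list was Dcn, with means of 118 in Scd2f/f and 67.2 in Scd2f/f;CC TAL, and Ptprb, with means of 75.1 and 82.2, in the authors' deposited table. All these markers are expressed in the liver, with a mean of at least 1 in Scd2f/f TAL for 12 of the 12 endothelial genes in the authors' deposited table. The medians were 0.19 for hepatocyte markers, at the 96.0 percentile, -1.74 for cholangiocytes, or -0.85 without the 4 of the 8 genes found that are in Supplementary Data 2, -0.49 for macrophages and -0.51 for T and B cells, of which 11 of 12 had a mean under 1. The medians for macrophages and, with its 4 genes of Supplementary Data 2, for cholangiocytes were below every random list. That of T and B cells was at the 0.86 percentile. A lower number or activity of HSC, macrophages or cholangiocytes in Scd2f/f;CC TAL may therefore contribute to the excess of lower genes, and the table of group means does not separate number from activity. The markers of none of these cell types fell alike. Log2 ratios of macrophage markers ran from -3.82 (Gpnmb) to 0.30 (Timd4), with 14 lower and 2 higher. Those of HSC and portal fibroblast markers ran from -2.12 (Col1a1) to 0.02 (Ecm1), with 12 lower and 1 higher. Cholangiocyte markers ran from -2.61 to 0.10, with 7 lower and 1 higher.

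Genes that changed with DEN and WAD changed back in part in Scd2f/f;CC TAL. Of 217 genes past both limits in both comparisons of the authors' deposited table, 213 moved in opposite directions, 169 of them higher in Scd2f/f TAL and lower in Scd2f/f;CC TAL. Both comparisons share the Scd2f/f TAL samples, which alone makes opposite changes common. In 200 simulations with Scd2f/f;CC TAL equal to Scd2f/f TAL, 52.7 genes did so on average (36 to 69), 60.4 (37 to 77) when the changes with DEN and WAD were also shrunk, and 42.1 (28 to 58) when all groups were equal. Of the 1288 genes higher in Scd2f/f TAL in the authors' deposited table, 1159 (90.0%) had a lower value in Scd2f/f;CC TAL, with a median log2 ratio of -0.53, where the simulations reached at most 61.7%, or 64.5% with shrunk changes. Of the 434 lower genes, 349 had a higher value in Scd2f/f;CC TAL in the authors' deposited table, with a median log2 ratio of 0.38. That is 80.4% of them, where the simulations reached at most 71.8%, or 74.0% with shrunk changes. The simulations treat genes as independent and use the approximate standard errors. Across genes, which are not independent replicates, Pearson's r of the 2 log2 ratios was -0.478, within the range of -0.593 to -0.362 that the shared samples alone gave in simulations with all groups equal. Lists in Scd2f/f TAL against control liver had median log2 ratios of 2.07 for macrophage markers, 1.45 for T and B cells, 1.48 for proliferation, 1.04 for HSC activation, 0.37 for YAP/TAZ targets, 0.10 for WNT/CTNNB1 targets, 0.45 for HSC and portal fibroblasts, 0.33 for endothelial cells and 0.05 for cholangiocytes, or 0.98 without the 4 cholangiocyte genes that are in Supplementary Data 2. For the interferon response, the median corresponds to a ratio of 2.29.

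In Supplementary Data 4, the values of 2 of the Scd2f/f livers differ from each other by a multiple of 0.01, although given to 4 decimals, in 57 of 73 metabolites (78.1%). Rounding common to all livers would give other pairs the same property, but the highest share over the 65 other pairs was 2.94% and their median was 0. Their value of 12-HHTrE is the same, 28.2 pmol/mg protein. Both livers counted as 1 give 27.8 ± 8.18 (SD, n = 5) for Scd2f/f. No biological explanation was tested, and the reason for the shared decimals is not known.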
